# Early Life Social Stress Causes Sex- and Region-Dependent Dopaminergic Changes that Are Prevented by Minocycline

**DOI:** 10.1007/s12035-022-02830-6

**Published:** 2022-04-18

**Authors:** Clarissa Catale, Luisa Lo Iacono, Alessandro Martini, Constantin Heil, Ezia Guatteo, Nicola Biagio Mercuri, Maria Teresa Viscomi, Daniela Palacios, Valeria Carola

**Keywords:** Early life stress, Sex differences, Ventral tegmental area, Substantia nigra, Microglia, RNA sequencing

## Abstract

Early life stress (ELS) is known to modify trajectories of brain dopaminergic development, but the mechanisms underlying have not been determined. ELS perturbs immune system and microglia reactivity, and inflammation and microglia influence dopaminergic transmission and development. Whether microglia mediate the effects of ELS on dopamine (DA) system development is still unknown. We explored the effects of repeated early social stress on development of the dopaminergic system in male and female mice through histological, electrophysiological, and transcriptomic analyses. Furthermore, we tested whether these effects could be mediated by ELS-induced altered microglia/immune activity through a pharmacological approach. We found that social stress in early life altered DA neurons morphology, reduced dopamine transporter (DAT) and tyrosine hydroxylase expression, and lowered DAT-mediated currents in the ventral tegmental area but not substantia nigra of male mice only. Notably, stress-induced DA alterations were prevented by minocycline, an inhibitor of microglia activation. Transcriptome analysis in the developing male ventral tegmental area revealed that ELS caused downregulation of dopaminergic transmission and alteration in hormonal and peptide signaling pathways. Results from this study offer new insight into the mechanisms of stress response and altered brain dopaminergic maturation after ELS, providing evidence of neuroimmune interaction, sex differences, and regional specificity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-022-02830-6.

## Introduction

Adverse childhood experiences can modify trajectories of brain development, leading to aberrant maturation that increases risk for psychopathologies and neurological disorders [1, 2]. Among the most consistent changes observed in maltreated individuals are alterations in structure and function of reward-associated brain regions, specifically the mesocorticolimbic and nigrostriatal dopaminergic pathways, which originate in the ventral tegmental area (VTA) and substantia nigra (SN), respectively [1, 3–5]. Such dopaminergic alterations have been associated with all kinds of mental disorders and are thought to be etiological factors for certain psychopathological outcomes, especially substance use disorders [6–9]. In this context, human research is still mostly correlational because of the difficulty in performing studies that reliably draw causal inference, especially in children [10]. Animal studies have demonstrated that early life stress (ELS) induces changes in the dopamine (DA) system in terms of excitability, receptor number, receptor sensitivity, DA reuptake, and metabolism as a function of the age of exposure to the stress, the life stage at which the stress effects are measured, and the type and duration of adversity [9, 11]. Moreover, these changes are paralleled by variations in behavioral domains that may predispose to psychiatric outcomes [4, 6, 9, 12–14]. Although preclinical research has contributed tremendously to this topic, knowledge about the biological mechanisms by which ELS alters development of the DA system is still scarce.

One of the actors involved in guiding DA system development is the brain’s resident immune compartment, namely microglia. Studies have established that during brain development, microglia contribute directly to the correct maturation of the DA system and DA-dependent behaviors, by regulating outgrowth of dopaminergic axons in the mouse embryonic forebrain [15] and pruning the levels of DA receptors in adolescent male rats [16]. Other studies have shown that ELS can trigger microglia “activation” in rodent models and an enduring systemic inflammatory phenotype in both humans and animals [17, 18]. Based on these findings, it has been proposed that ELS interferes with microglia and immune system developmental trajectories, resulting in aberrant neural maturation and brain function and increased risk for neurodevelopmental, neuropsychiatric, and neurological disorders [17–20]. However, whether and how ELS modifies the interaction between microglia and DA system during development is still unknown.

Recently, we reported that exposure to a threatening social environment (social stress, SS) in the juvenile period in mice brings about microglia activation and aberrant DA-induced self-inhibitory responses of DA neurons in the developing VTA, and sensitivity towards the effects of cocaine later in life [21, 22]. Treatment with minocycline, an inhibitor of microglia activation, or GW2580, a selective inhibitor of macroglia/macrophage functionality, during SS normalizes microglia and dopamine sensitivity in the VTA and prevents the development of cocaine susceptibility [22].

Following these results, here we used the SS model [20–25] to evaluate the impact of ELS on markers of dopaminergic functionality and development in the VTA and SN of male and female mice. Furthermore, we tested whether microglia were implicated in the emergence of SS-induced dopaminergic changes by using minocycline. Finally, a transcriptome analysis in control and SS pups VTA was performed to evaluate biological pathways involved in ELS-induced dopaminergic changes.

## Materials and Methods

### Animals and Breedings

Seven-week-old CD-1 (CD1) male and DBA2/J @Ico (DBA) male and female mice were purchased from Charles River Laboratories (Calco, Italy). DBA male and female mice were mated at 12 weeks of age, with max 3 females and 1 male per cage. Pregnant mothers were single housed around gestation day 16. Each male was used for producing max 2 litters, and each mother (*primipara*) was used for producing only one litter to rule out the effects of changes in maternal behavior across pregnancies. Mice were kept at constant temperature (21 ± 1 °C) and humidity (55 ± 5 percent). Food and water were provided ad libitum, and mice were housed on a 12:12 light:dark cycle with lights on at 07.00 a.m. All experiments were carried out in accordance with Italian national law (DL 26/2014) on the use of animals for research based on the European Communities Council Directive (2010/63/UE) and comply with the ARRIVE guidelines. Experiments were approved by the ethics committee of the Italian Ministry of Health (license/approval IDs: #42/2015-PR; #677/2019-PR) and by local Ethical Committee of the Santa Lucia Foundation. All efforts were made to minimize the number of animals used and their suffering.

### Early Life Social Stress

The SS model is a validated model of early life social stress [21] established in our laboratory [20–25]. As previously demonstrated, the SS paradigm does not alter overall maternal behavior towards the pups [21]. DBA litters with an average number of 5 pups (min 4, max 6 pups) were included in the study. Mouse pup litters were randomly (blind to litter features) assigned to unhandled control (CTR) or SS group at postnatal day (PD) 14. In each litter, max 2 mice/sex/group were used for experiments shown here. In the CTR group, mothers and offspring were left undisturbed until sacrifice (PD22). In the SS group, each pup was housed in a cage with a resident adult CD1 male mouse for 30 min per day from PD 14 to 21 (Fig. 1A) [21]. To avoid physical attacks to the pups, CD1 males were gonadectomized and single housed 1 month before the beginning of early life stress procedures. Limited cage cleaning was performed in the offspring cage from birth to weaning to avoid handling of the pups. DBA mice were sacrificed at PD22 for experiments.

**Fig. 1:**
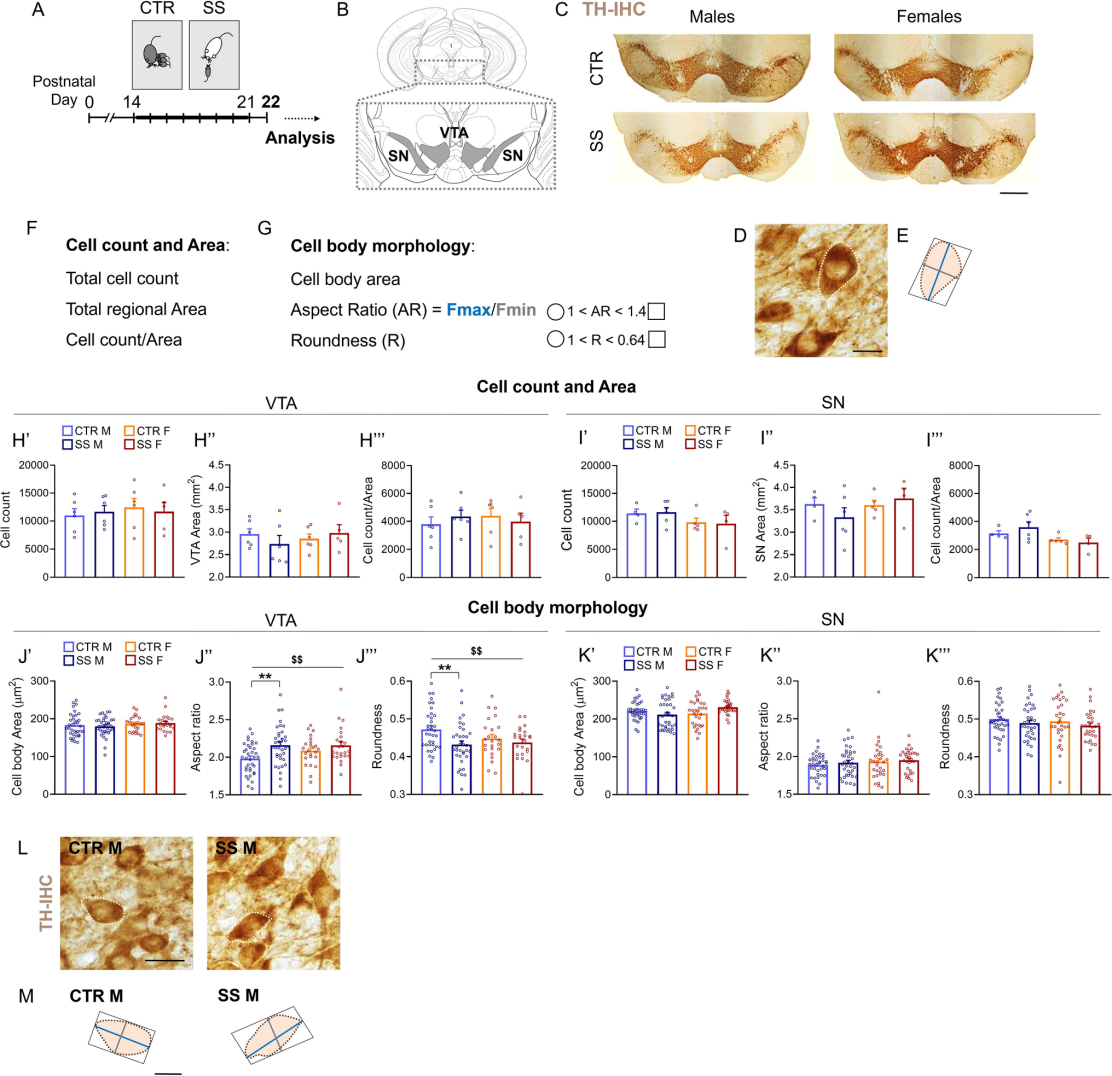
Early life social stress changes dopaminergic neurons morphology in the VTA but not SN of male mice only. **A** Social stress (SS) protocol was applied from postnatal days (PDs) 14 to 21 and animals were sacrificed at PD22. **B** Schematic of coronal ventral midbrain section containing the Ventral Tegmental Area (VTA) and Substantia Nigra (SN) (Bregma≈-3.52 mm, based on 27). Analyses were performed on the parabrachial pigmented and paranigral nuclei of the VTA and the pars compacta of the SN. **C**, **D** Representative images showing dopaminergic neurons in the VTA and SN at **C** lower and **D** higher magnification as revealed by tyrosine hydroxylase (TH) immunohistochemistry (IHC). **E** Representative reconstruction of a TH + neuron with maximum (Fmax, blue) and minimum (Fmin, gray) diameter (or feret) of the cell. **F**, **G** Parameters analyzed. **G** Aspect ratio (AR) is the ratio of Fmax and Fmin. A circle has an AR and R of 1 and a square has an AR of 1.4 and a R of 0.64. **H**’–**H**’’’, **I**’–**I**’’’ No significant difference in **H**’, **I**’ total TH + cell count, **H**’’, **I**’’ TH + area, and **H**’’’, **I**’’’ cell count/area was detected between SS and CTR mice in both regions and sexes. **J**’–**J**’’’ Significant differences in aspect ratio and roundness but not cell body area, were found between SS and CTR mice in the VTA (**J**’–**J**’’’; MANOVA, univariate group effect: *P* < 0.01). Specifically, SS significantly altered the shape of DA neurons somata in the VTA of male but not female mice, increasing the aspect ratio and decreasing the roundness (**J**’’, **J**’’’; Tukey HSD test: *P* < 0.001). Such differences were not detected in (**K**’–**K**’’’) male or female SN. Representative images (L) and reconstruction (M) of male VTA TH + neurons in CTR and SS mice. Dopaminergic neurons in SS mice appear more squared, with a longer maximum diameter (blue) and a shorter minimum diameter (gray). **H**’–**I**’’’ *N* = 5–6 animals/group/sex. Dots in the graphs represent average value for each animal. **J**’–**K**’’’ *N* = 4–6 animals/group/sex; 6 hemisections/animal. Dots in the graphs represent average value for each hemisection. Univariate group effect: $$ *P* < 0.01; Tukey HSD test: **P < 0.01. Data are presented as mean ± s.e.m. Scale bars = (C) 500 µm; (D, M) 10 µm, (L) 20 µm

### Minocycline Treatment

For minocycline experiments, CTR and SS pups received daily intraperitoneal (i.p.) injection of minocycline hydrochloride (50 mg/kg; Sigma-Aldrich, #M9511) [22, 26] dissolved in sterile saline solution (2.5 mg/ml) from PD14 to PD21. For SS mice, injection was performed 1 h prior to the stress procedure [22].

### Immunohistochemistry

At PD22, 4–6 mice per sex per group were anesthetized with Rompun (20 mg/ml, 0.5 ml/kg, i.p., Bayer) and Zoletil (100 mg/ml, 0.5 ml/kg, Virbac) and perfused transcardially with 20-ml saline followed by 20 ml of 4% paraformaldehyde (PFA) in phosphate buffer (PB) (0.1 M, pH 7.4). Brains were post fixed in 4% PFA overnight at 4 °C and then immersed in a 30% sucrose-PB solution until sinking. Afterwards, brains were cut into 30-µm-thick coronal sections using a freezing microtome.

For stereological and morphological analyses of dopaminergic neurons, every second slice approximately between – 3.08 and – 3.80 mm from Bregma (based on [27]) containing the VTA and SN was selected, for a total of 8 sections. Sections were treated for 5 min with 0.3% H_2_O_2_ to block endogenous peroxidase and then incubated for 48 h at 4 °C with rabbit anti-tyrosine hydroxylase (TH) antibody (1:700; #sc-25269, Santa Cruz Biotechnologies) for detection of dopaminergic neurons. TH is the rate-limiting enzyme in the synthesis of dopamine and marks dopamine neurons in the VTA and SN. Then, sections were incubated for 2 h with a biotinylated donkey anti-rabbit antibody (1:200, #BA-1000, Vector Laboratories), followed by 2 h in an ExtrAvidin solution (1:1000; #E2886, Sigma-Aldrich) at room temperature. As chromogen, 3,3’diaminobenzidine 0.05% (#D5637, Sigma-Aldrich) was used. Primary and secondary antibody solutions as well as ExtrAvidin solutions were prepared in PB and 0.3% Triton X-100. Each incubation step was followed by three 5 min rinses in PB. The specificity of immunohistochemical labeling was evaluated based on established guidelines on TH + staining in the midbrain [28, 29]. Sections from all experimental groups were processed together to allow quantitative comparisons. Finally, sections were mounted on chrome-alum–coated slides, air-dried, dehydrated, and coverslipped.

For immunofluorescence staining, a total of 4–6 regularly spaced sections of VTA and SN (between – 3.08 and – 3.80 mm from Bregma, based on [27]) were selected for each animal. Sections were incubated for 48 h at 4 °C with the primary antibodies including rabbit anti-TH (1:700; #sc-25269, Santa Cruz Biotechnologies) and rat anti-DAT (1:200; #sc-32259, Santa Cruz Biotechnologies), followed by 2-h incubation of secondary antibodies including Alexa Fluor 555 conjugated donkey anti-rabbit (#A-31572, 1:200; ThermoFisher Scientific) and Alexa Fluor 488 conjugated donkey anti-rat (#A-21208) at room temperature. Primary and secondary antibody solutions were prepared in PB 0.3% Triton X-100, and each incubation step was followed by three 5-min rinses in PB. To avoid staining variability, sections from all groups were concomitantly incubated with the same cocktail of primary and secondary antibodies. The specificity of immunohistochemical labeling was confirmed by the omission of primary antibody and the use of normal serum instead (negative controls, Supplementary file1 Fig. 2). Sections were rinsed, DAPI-counterstained, mounted using an anti-fade medium (Fluoromount; Sigma-Aldrich), and coverslipped.

### Stereological and Morphological Analyses of Dopaminergic Neurons

Sections processed for TH immunohistochemistry were used for obtaining unbiased estimates of total number and morphology of TH + neurons, and total surface area of the VTA and SN. The boundaries of these areas were defined by TH staining, according to published guidelines [27]. In the VTA, analysis was restricted to the parabrachial pigmented nucleus (PBP) and paranigral nucleus (PN) subareas, where TH + neurons are known to express classical dopaminergic markers such as vesicular monoamine transporter 2, dopamine transporter (DAT), and the dopamine receptor D2 (DRD2), and project to regions implicated in reward processing, such as the nucleus accumbens [28, 29]. In the SN, analysis was performed in the pars compacta, where the majority of cell bodies are TH + . We applied an optical fractionator stereological design (bilateral count) using the Stereo Investigator System (MicroBrightField Europe e.K.) as previously described [30]. Data collection was done blind to the experimental group of each animal.

Neuronal morphology analysis on sections processed for TH immunohistochemistry was performed using an optical microscope (DMLB, Leica) equipped with a motorized stage and a camera connected to the Neurolucida 7.5 software (MicroBrightField) [31, 32]. Three sections containing the VTA/SN were selected, and 8 random cells in each hemisphere (6 hemisections including 3 right and 3 left VTAs and SNs) were included in the analysis, for a total of 48 cells per animal per structure. The VTA and SN were detected using the 5 × objective, and neuronal cells were analyzed with a 100 × oil-immersion objective. Cell bodies were manually outlined, and a set of parameters from the “Contour Measurement” analysis of the Neurolucida Software (https://www.mbfbioscience.com/help/si11/Content/Contours/contourmeasure.htm) were collected to evaluate somatic shape based on literature [31, 33]: cell body area, aspect ratio, and roundness. Aspect ratio is the ratio between feret maximum and feret minimum, and feret maximum and minimum are defined as “the largest and smallest dimensions of the contour as if a caliper was used to measure across the contour” (from Neurolucida User Guide, Fig. 1E). Only TH + neurons that displayed intact soma and round nuclei were included. For final figures, images were acquired with the 5 × or 100 × oil-immersion objectives, exported in TIFF format, and adjusted for contrast and brightness equally across the entire image and across groups. Representative images of ventral midbrain TH + areas (Fig. 1C) were reconstructed from single hemisphere images acquired with the 5 × objective.

### Quantitative Analysis of Fluorescence Images

Sections were examined through a confocal laser scanning microscope (Zeiss CLSM800). Acquisitions of one left or right hemisphere per section (hemisections) were performed by using a 20 × /0.50 objective (Plan-Apochromat, Zeiss) so that all samples within each experiment were captured using consistent settings for laser power and detection gain. Images were acquired at 1024 × 1024-pixel resolution (image size 638.9 μm per side) and 8-bit depth and exported in carl zeiss image format (.czi). PBP and PN subareas of the VTA, and distinction between VTA and SN were identified with the aid of an atlas [27]. Analyses were performed by using the ImageJ software [34] on .czi acquisitions. No changes in brightness and contrast were applied for the analyses. Background was removed by placing a small region of interest (ROI) (15 μm per side) on an area with no specific signal and applying the “BG (background) subtraction from ROI” plugin. Subsequently, TH and DAT signals were quantified by measuring fluorescence intensity as mean gray value within a ROI positioned on the PBP/PN (300 μm per side) and SN pars compacta (200 μm per side) in 4 (TH) or 6 (DAT) regularly spaced sections per animal. All analyses were performed blinded to the mouse experimental group. For final figures, images were acquired through the 20 × or oil immersion 63 × (insets) objectives, exported in TIFF format and contrast and brightness were adjusted equally across the entire image and across groups.

### Electrophysiological Experiment

Preparation of midbrain slices (*N* = 3 mice/group) was performed as described previously [22, 35]. Briefly, mice were anesthetized with halothane and decapitated. Horizontal midbrain slices (thickness 250 μm) containing the VTA were cut within artificial cerebrospinal fluid (aCSF, 22) at 6–8 °C and left to recover in a holding chamber (32–33 °C) for 30 min prior to usage. A single slice was placed into a recording chamber (0.6 mL) of an upright microscope (BX51WI; Olympus) and continuously perfused with aCSF (33 °C) saturated with a 95% O_2_/5% CO_2_ gas mixture at a constant flow rate (2.5 mL/min). Slices were visualized with a microscope’s in-build CCD camera (Photometrics Evolve). Referring to the mouse practical map of DA neuron location in distinct VTA subregions previously reported by our group [36] and others [37], we performed electrophysiological recordings from DA neurons located in the lateral and intermediate VTA. As opposed to medial VTA, DA neurons belonging to these subregions produce similar responses to exogenous dopamine application [36–38]. Cell-attached and whole-cell patch clamp recordings were conducted according to Lo Iacono et al. [22]. Only DA-sensitive neurons simultaneously meeting the following criteria were included: slow and regular pacemaker firing (0.5–4 Hz) in the cell-attached configuration, action potential duration ≥ 1.2 ms in the cell-attached configuration and Ih amplitude ≥  − 50 pA at − 120 mV in whole-cell configuration. Non-firing cells in the cell-attached configuration were abandoned.

DAT-mediated inward currents were elicited by bath application of DA in the presence of the DRD2 antagonist sulpiride, to prevent activation of large DRD2-GIRK2 inhibitory outward currents. Excitatory DAT-current is generated by uptake of DA (against concentration gradient) co-transported with 2 Na^+^ and 1 Cl^−^ along their ionic gradients [39–42], and reverts polarity at membrane potential more positive (− 47 mV) than holding potential (− 60 mV), thus causing a net excitation/inward current in DA neurons [43–45]. DA (30 µM; H8502, Sigma-Aldrich) and L-sulpiride (5 µM; Sigma-Aldrich) were bath applied via a three-way tap syringe containing the drug at final concentration, dissolved in warm aCSF, saturated with a 95% O_2_/5% CO_2_. To unmask the DA-induced inward current mediated by DAT [46], sulpiride was applied 5 min prior to DA application. Stock solutions were freshly prepared on the day of the experiment. Drugs were applied only once per slice, in order to avoid possible receptor desensitization and/or cross-interactions between cells, and within 10 min after the establishment of the whole-cell configuration. DA application lasted until the DA-induced inward current reached a plateau in the whole-cell configuration. All recordings were performed blinded to the experimental group.

### RNA Purification from VTA Punches

Male pups were decapitated at PD22 (*N* = 4/group) and brains were dissected, deprived of cerebellum and pons-medulla, and stored at − 80 °C. Punches of VTA were obtained from coronal brain slices no thicker than 300 μm according to Ventura et al. [47] and with the aid of a mouse brain atlas [27]. A stainless steel tube of 0.5 mm internal diameter was used to punch left and right VTAs, which were then collected in the same tube and stored in liquid nitrogen until further processing. RNA was then isolated using Total RNA purification Kit (Norgen Biotek). RNA from individual VTA samples (about 200 ng each) were quantified and quality tested by Agilent 2100 Bioanalyzer RNA assay (Agilent technologies). Only RNA samples with RIN value > 7.0 were included in the study.

### RNA Library Preparation and Sequencing

mRNA sequencing was performed at IGA technology service (Udine, Italy). Universal Plus mRNA-Seq kit (Tecan Genomics, Redwood City, CA) has been used for library preparation following the manufacturer’s instructions. Final libraries were checked with both Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and Agilent Bioanalyzer DNA assay or Caliper (PerkinElmer, Waltham, MA). Libraries were then sequenced on single-end 75 bp mode on NextSeq 500 (Illumina, San Diego, CA). On average 30 million reads were produced per sample.

### Bioinformatic Analyses of RNA-seq Data

Read quality was asserted through FastQC, and quality/adapter trimming was carried out using Cutadapt. Single end reads were aligned to mouse reference mm10 using STAR aligner. Subsequently, reads were counted for genes using htseq-count (features from Ensemble gtf file, ftp://ftp.ensembl.org/pub/release-102/gtf/mus_musculus/). Read counts were then input into DESeq2 in R, and differential expression analysis was conducted with default options [48]. Genes were considered differentially expressed if the adjusted *p*-value was less than 0.05. Subsequent to scaling of raw read counts and execution of differential expression analysis, read counts were transformed by DESeq2’s variance stabilizing transformation (VST), in order to stabilize read count variance as a function of total reads number. Transformed gene expression for genes with adjusted *p*-value less than 0.05 was standardized and plotted in the heatmap. Rows and columns underwent hierarchical clustering, considering Euclidean distance as distance metric. Heatmap plot was performed using the pheatmap R-package. Gene ontology analyses and gene networks were obtained by Ingenuity pathway analysis (QIAGEN Redwood City, www.qiagen.com/ingenuity). Over-representation analysis was carried out using the R packages DOSE and ReactomePA [49, 50]. The significance of enrichment is determined through application of the hypergeometric test.

### RNA-seq Data Availability

RNA-Seq data are available through NCBI’s Gene Expression Omnibus (GEO) repository, under accession number GSE199136.

### Statistics

All data were first checked for normality by graphical inspection of the residuals’ distribution and for homogeneity of variances with the Levene’s test. VTA and SN were analyzed separately. Analysis of the main effects of group and sex, and interactions between these variables on immunohistochemical data was performed with two-way analysis of variance (ANOVA). In case of main factor or interaction significance (*P* < 0.05), ANOVA was followed by planned post hoc comparisons (Tukey HSD test) and nested (hierarchical) one-way ANOVA. Nested ANOVA was performed to take into account variability within samples (between observations from the same animal) as well as variability within and between groups [51]. In nested ANOVA, the group (CTR vs SS) was considered as fixed factor, and the animals and observations (cells/sections) were considered as random factors, and sample sizes (N of animals) in the groups and number of observations per sample were kept equal. Electrophysiological data were subjected to parametric Student’s *t*-test (*t*-test). Minocycline experiments were analyzed by two-way ANOVA, considering group (stress) and treatment (minocycline) as main factors. For all tests, significance was set at *P* < 0.05. All data are expressed as mean ± standard error of the mean (s.e.m.). Statistica software Version 12.0 (StatSoft, Tulsa, OK, USA) was used to perform the statistical analyses.

## Results

### Early Life Social Stress Does Not Alter the Number of Dopaminergic Neurons nor the Total Area of the VTA and SN

Since it has been demonstrated that dopaminergic neurons undergo a wave of physiological death/apoptosis at PD14 [52], and that social stress either in the first two postnatal weeks or in adulthood can affect the number of DA neurons [31, 53], we tested whether our model of social stress (SS) applied during the third postnatal week could alter the number of DA neurons and the total area of the VTA (PBP and PN) and SN (pars compacta) in male and female PD22 pups (Fig. 1A–C, F). DA neurons were identified by means of tyrosine hydroxylase (TH) immunostaining (Fig. 1C). Multivariate two-way ANOVA (MANOVA) of stereological measures (number of TH + neurons, total area of the TH + region, and number of cells/area) in the VTA failed to reveal any significant group (CTR vs SS; *λ* = 0.99, *F*_3,17_ = 0.07, *P* = 0.98), sex (M vs F; *λ* = 0.95, *F*_3,17_ = 0.31, *P* = 0.82), or group*sex (*λ* = 0.93, *F*_3,17_ = 0.44, *P* = 0.73) effect (Fig. 1H’-H’’’; males: *N* = 6 animals/group, females: *N* = 5–6/group). Similar results were obtained for the SN (Fig. 1I’-I’’’, MANOVA, group effect: *λ* = 0.92, *F*_3,13_ = 0.36, *P* = 0.78; sex effect: *λ* = 0.68, *F*_3,13_ = 2.03, *P* = 0.16; group*sex effect: *λ* = 0.87, *F*_3,13_ = 0.64, *P* = 0.60; males: *N* = 4–6 animals/group, females: *N* = 4–5/group). These results indicate that male and female CTR and SS mice display similar DA neurons number and VTA/SN total area.

### SS Alters the Morphology of Dopaminergic Neurons in the VTA but Not SN of Male Mice Only

Chronic adult social stress can reduce the size of DA neurons [53], and soma size and morphology of DA neurons have been associated with altered functionality of these cells and aberrant behaviors [12, 54]. Therefore, we characterized morphological profiles of the soma of DA neurons in SS and CTR mice by evaluating cell body area and other shape indices, including the aspect ratio and roundness [33] (Fig. 1D, E, G). MANOVA of somatic shape indices in the VTA showed a significant main effect of the group (*λ* = 0.93, *F*_3,114_ = 2.90; *P* = 0.036), but no significant effect of sex (*λ* = 0.97, *F*_3,114_ = 1.30; *P* = 0.29) or group*sex interaction (*λ* = 0.97, *F*_3,114_ = 1.30; *P* = 0.27; males: *N* = 6 animals/group, 6 hemisections/animal; females: *N* = 4 animals/group; 6 hemisections/animal). Univariate results indicated a significant group effect only on aspect ratio (*F*_1,116_ = 8.84; *P* = 0.0036) and roundness (*F*_1,116_ = 6.88; *P* = 0.0099), but not on cell body area (Fig. 1J’-J’’’). Post hoc comparison revealed significant differences between male CTR and SS mice (aspect ratio: *P* = 0.0060; roundness: *P* = 0.0071), but not between female CTR and SS animals (Fig. 1J’’,J’’’). The difference in somatic shape between male CTR and SS VTA was further confirmed by nested ANOVA (cell(animal(group)): aspect ratio *F*_1,564_ = 16.78, *P* < 0.001; roundness *F*_1,564_ = 20.43, *P* < 0.001; *N* = 6 animals/group, 48 cells/animal), demonstrating that SS male DA neurons present an altered, elongated shape, with reduced short axis and augmented long axis, resulting in increased aspect ratio and decreased roundness compared to CTR (Fig. 1L, M).

This effect was restricted to the VTA, as no significant main or interaction effect was detected in the SN (Fig. 1K’-K’’’, MANOVA group effect: *λ* = 0.97, *F*_3,126_ = 1.10, *P* = 0.35; sex effect: *λ* = 0.96, *F*_3,126_ = 1.70, *P* = 0.16; group*sex effect: *λ* = 0.95, *F*_3,126_ = 2.30, *P* = 0.077; males: *N* = 6 animals/group, 6 hemisections/animal; females: *N* = 5 animals/group; 6 hemisections/animal).

### SS Reduces Expression of the Dopamine Transporter and Tyrosine Hydroxylase Proteins in the Developing VTA but Not SN of Male Mice Only

We performed immunofluorescence staining and confocal imaging to assess distribution and expression of dopamine transporter (DAT) and tyrosine hydroxylase (TH) proteins (Fig. 2A, B), which are canonical markers of dopaminergic neurons [29, 55] and have shown to be modulated by adult and early life social stress [11]. Two-way ANOVA on quantitative measurements of DAT intensity showed significant group*sex interaction effect in the VTA (*F*_1,116_ = 5.07, *P* = 0.026) but not in the SN (*F*_1,116_ = 1.40, *P* = 0.24), and no main effect of group or sex in either region (Fig. 2C, E; *N* = 5 animals/group/sex, 6 sections/animal). Similar results were obtained for TH intensity (Fig. 2D, F, Two-way ANOVA, VTA group*sex effect: *F*_1,75_ = 4.29, *P* = 0.042; SN group*sex effect: *F*_1,76_ = 0.11, *P* = 0.75; *N* = 5 animals/group/sex, 4 sections/animal). Post hoc comparisons of VTA data revealed significant differences between male CTR and SS DAT (*P* = 0.039) and TH (*P* = 0.038) intensity, but not between female CTR and SS (Fig. 2C, D). This was further confirmed by nested ANOVA analysis of DAT and TH immunoreactivity in male CTR and SS VTA (section(animal(group)): DAT *F*_1,50_ = 12.48, *P* < 0.001; TH *F*_1,30_ = 18.26, *P* < 0.001), demonstrating that SS induced down-regulation of DAT and TH fluorescence intensity in male VTA compared to CTR.

**Fig. 2:**
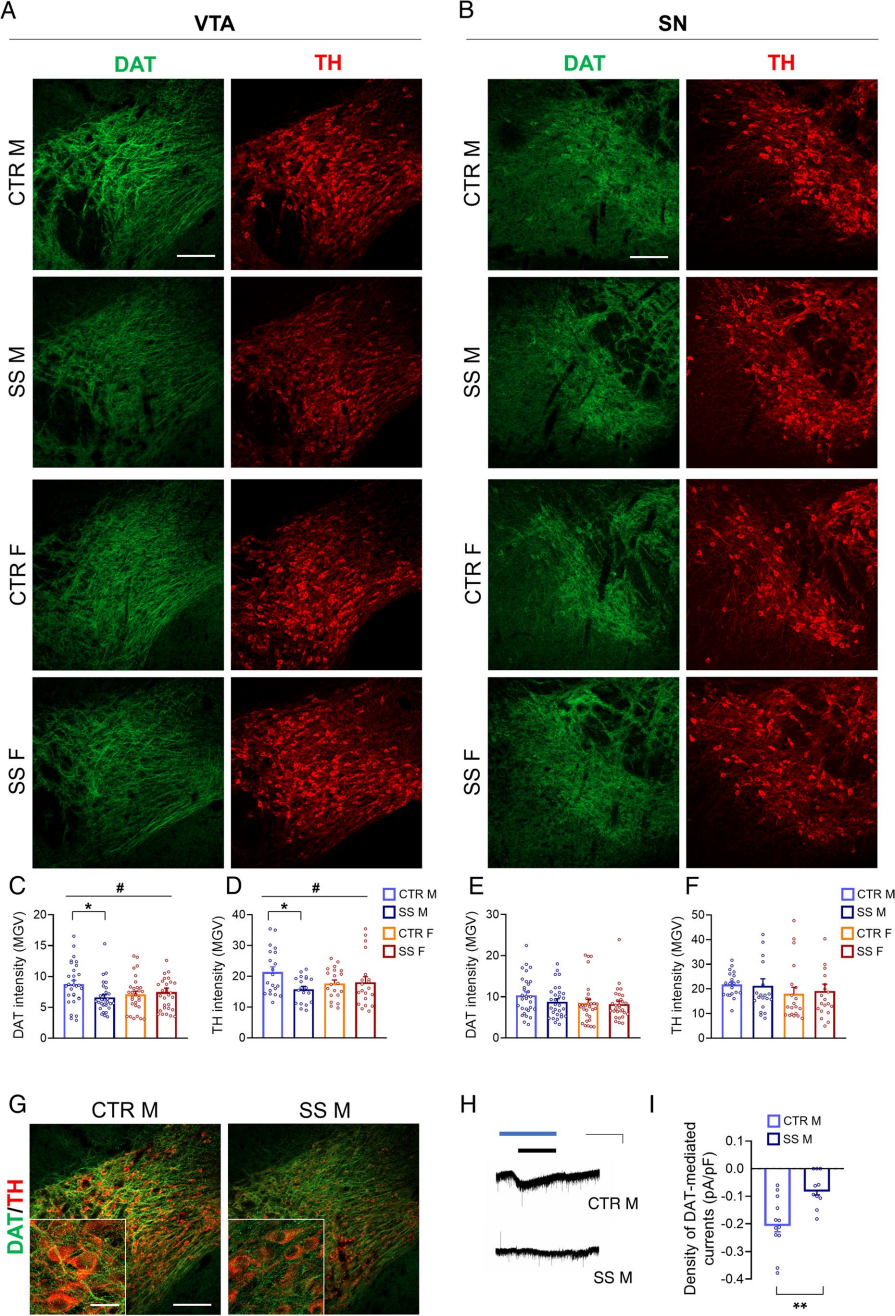
SS downregulates dopaminergic markers in the developing VTA but not SN of male mice only. **A**, **B**, **G** Representative coronal hemisection images and **C**–**F** quantification of DAT and TH expression in the VTA and SN of female and male PD22 pups from CTR and SS groups as revealed by immunofluorescence and confocal microscopy. **C**, **D** DAT and TH intensity (reported as mean gray value, MGV) was significantly reduced in the VTA of male SS mice with respect to CTR, but not in female mice (two-way ANOVA, group*treatment effect: *P* < 0.05; Tukey HSD test: *P* < 0.05). **E**, **F** No significant stress effect was detected in female and male SN. **G** Representative confocal images of merged DAT and TH signals in the male VTA showing lower immunoreactivity and sparse signal distribution in SS mice compared to CTR. **H** Representative traces of DAT-mediated inward currents induced by bath application of dopamine (DA) (black bar, 30 µM, 3 min) in the presence of sulpiride (blue bar, 5 µM, 5 min), a selective DRD2 antagonist, recorded by means of whole-cell patch clamp (Vh =  − 60 mV) from VTA DA neurons of CTR and SS midbrain slices (scale bar = 3 min, 30 pA). (I) Mean density of DA-induced, DAT-mediated currents, expressed as percentage of control currents, shows lower current amplitudes in SS compared with CTR neurons at PD22 (*t-*test, *P* < 0.01). **C**–**F** *N* = 5 animals/group/sex; 4–6 hemisections/animal. Dots in the graphs represent average value for each section. Group*treatment effect: # *P* < 0.05; Tukey HSD test: *P < 0.05. **I** *N* = 3 animals/group; 3–4 cells/animal. Dots in the graphs represent average value for each cell. Student’s *t*-test: **P < 0.01. Data are presented as mean ± s.e.m. Scale bars = (A, B, G) 100 µm; (G inset) 20 µm

### SS Reduces DAT Currents in the Developing Male VTA

To assess whether the DAT immunoreactivity reduction induced by SS in the male VTA was associated with changes in DAT-dependent currents, we performed electrophysiological recordings on individual DA neurons at PD22. We analyzed DA-induced DAT-mediated depolarizing currents in the lateral VTA. Using whole-cell voltage clamp recordings of individual DA neurons, we measured the amplitude of the inward current that developed in response to bath application of DA + sulpiride, a selective DRD2 antagonist, in midbrain slices. DA neurons of SS mice (*N* = 10 cells) displayed significant lower amplitudes of DAT dependent currents compared with CTR (*N* = 12 cells) (*t*-test: *t*_20_ =  − 3.41, *P* = 0.0028; *N* = 3–4 cells/animal, 3 animals/group; Fig. 2H, I).

### Minocycline Treatment During SS Restores Morphology of Dopaminergic Neurons and Expression of DAT and TH in SS Male Mice

We have previously demonstrated that SS induces microglia activation in the VTA [22]. Pharmacological inhibition of SS-induced microglia activation by systemic administration of minocycline prevented emergence of dopaminergic electrophysiological alterations at PD22 and cocaine conditioned place preference in adult stressed mice. Here, we employed minocycline to explore if and how microglia contributed to the observed morphological and molecular dopaminergic alterations caused by ELS exposure in the VTA of male mice (Fig. 3A).

**Fig. 3:**
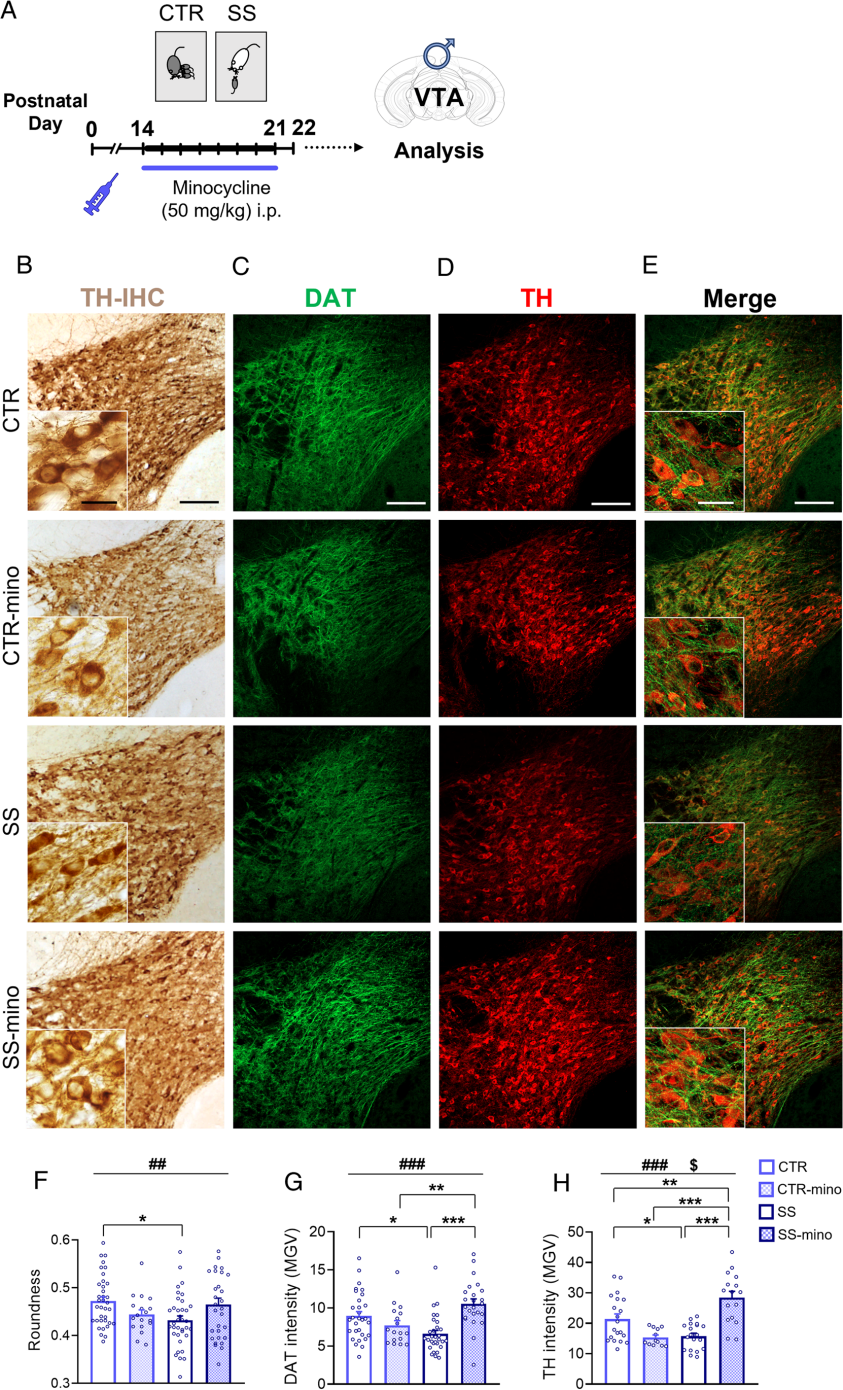
Minocycline treatment reverts dopaminergic aberrations induced by SS. **A** Minocycline was daily administered through intraperitoneal (i.p.) injection to male CTR and SS mice from PD14 to 21. Analyses were performed in the VTA at PD22. **B**–**E** Lower and higher (insets) magnification of **B** TH-IHC stained neurons, and **C**–**E** DAT and TH immunofluorescence in the VTA (coronal hemisection) of CTR, CTR-minocycline (CTR-mino), SS, and SS-minocycline (SS-mino) male pups. **F** Minocycline in SS mice restored roundness of dopaminergic neurons to CTR levels (MANOVA univariate group*treatment effect, *P* < 0.01). **G**, **H** In SS-mino mice, DAT, and TH immunoreactivity were significantly increased with respect to SS mice, to levels comparable to or above CTR mice. **F** *N* = 3–6 animals/group; 6 hemisections/animal. Dots in the graphs represent average value for each hemisection. Univariate group*treatment effect: ## *P* < 0.01; Tukey HSD test: *P < 0.05. **G**, **H** *N* = 3–5 animals/group; 4–6 sections/animal. Dots in the graphs represent value for each section. Group*treatment effect: ### *P* < 0.001; group effect: $ *P* < 0.05; Tukey HSD test: *P < 0.05, **P < 0.01, ***P < 0.001. Data are presented as mean ± s.e.m. Scale bars = (B-E) 100 µm, (B, E insets) 20 µm

First, to evaluate whether developmental minocycline treatment alone had an effect on dopaminergic markers and microglia cell number in CTRs, we compared TH intensity and ionized calcium-binding adapter molecule 1 (Iba1, microglia/macrophages marker) expression in CTR-saline and CTR-minocycline male VTA at PD22. TH intensity and Iba1 + cell count were comparable between minocycline- and saline-injected mice (TH: *t*-test: *t*_31_ = 1.42, *P* = 0.17; Iba1 + cell count: *t*-test: *t*_31_ = 1.58, *P* = 0.12; Supplementary file1 Fig. 1A-C), further supporting the specificity of minocycline action on microglia activation only in the SS condition [22].

Thus, we proceeded by comparing CTR, SS, CTR-minocycline, and SS-minocycline mice to evaluate group (stress) and treatment (minocycline) effects. MANOVA of somatic indices showed a significant effect of group (*λ* = 0.94; *F*_2,115_ = 3.90; *P* = 0.024), treatment (*λ* = 0.89; *F*_2,115_ = 7.10; *P* = 0.0011), and group*treatment interaction (*λ* = 0.89; *F*_2,115_ = 7.30; *P* < 0.001). Univariate results indicated a significant group*treatment effect only on roundness (*F*_1,116_ = 8.51; *P* = 0.0042), but not on the aspect ratio (*F*_1,116_ = 3.87; *P* = 0.052, data not shown), and no main effect of group or treatment on either index. Post hoc comparisons confirmed significant differences in the roundness only between CTR and SS untreated mice (*P* = 0.012), but no difference between the other groups, suggesting that roundness levels in SS-minocycline mice returned to CTR levels (Fig. 1B, F, CTR and SS: *N* = 6 animals/group, CTR-minocycline: *N* = 3 animals/group; SS-minocycline: *N* = 5 animals/group; all: 6 hemisections/animal).

Two-way ANOVA of DAT immunoreactivity showed a significant effect of group*treatment interaction (*F*_1,97_ = 19.95; *P* < 0.001), and no effect of the group or the treatment alone. Post hoc comparisons confirmed significant differences between CTR and SS untreated mice (*P* = 0.035), CTR-minocycline vs SS-minocycline (*P* = 0.0037), SS untreated vs SS-minocycline (*P* < 0.001), but no difference between CTR untreated and CTR-minocycline (*P* = 0.33), and in CTR untreated vs SS-minocycline (*P* = 0.13), indicating that minocycline treatment in SS mice restored immunoreactivity of DAT to CTR levels (Fig. 3C, G; CTR and SS: *N* = 5 animals/group, CTR-minocycline: *N* = 3 animals/group; SS-minocycline: *N* = 4 animals/group; 6 sections/animal).

Two-way ANOVA of TH immunoreactivity revealed significant main effect of group (*F*_1,63_ = 6.12, *P* = 0.016) and group*treatment interaction (*F*_1,63_ = 36.55, *P* < 0.001), but no effect of treatment alone. Post hoc comparisons showed significant differences between CTR and SS untreated mice (*P* = 0.035), CTR-minocycline vs SS-minocycline (*P* < 0.001), SS untreated vs SS-minocycline (*P* < 0.001), and CTR untreated vs SS-minocycline (*P* = 0.0084), indicating that minocycline treatment in SS mice (but not CTR mice) increased immunoreactivity of TH to levels above CTR (Fig. 3D, H; CTR and SS: *N* = 5 animals/group, CTR-minocycline: *N* = 3 animals/group; SS-minocycline: *N* = 4 animals/group; 4 sections/animal).

### SS Alters Transcriptomic Patterning in the Developing Male VTA

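RNA from bilateral VTA punches of 0.5 mm diameter was sequenced for 4 CTR and 4 SS mice at PD 22 (the sample labels give PD 21), each mouse as a separate library. SS pups had been placed with an unfamiliar adult male for 30 min per day from PD 14 to 21, and CTR litters had been left undisturbed. The libraries carry the replicate numbers 1, 2, 3 and 5 in CTR and 2, 3, 4 and 5 in SS, and are named by them here (CTR-1, SS-2). The authors trimmed single-end 75 bp reads with Cutadapt, aligned them to mm10 with STAR and counted reads per gene with htseq-count on Ensembl release 102. They deposited these counts without normalization. The count table lists 54735 genes by symbol. Its totals were 20036086 counts in CTR-1, 25399538 in CTR-2, 23512478 in CTR-3 and 39569142 in CTR-5. They were 41509698 in SS-2, 47319997 in SS-3, 26024301 in SS-4 and 25248618 in SS-5. The mean total was 31077482 counts on genes. The paper reports the mean number of reads produced per sample (30 M), and all values here use the counts on genes. The group medians were 24456008 for CTR and 33766999.5 for SS. Counts were normalized here for library size with edgeR's TMM method and are given as CPM, the count per M counts of the normalized library. Genes were compared between groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 16538 genes that passed edgeR's filter on low counts, with the group as the only term. Each log2 fold change is SS relative to CTR and is given with an approximate standard error (SE). The SE is the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. It therefore restates that test. DESeq2 with default options, which the paper used, was run as an alternative. The strand setting of the counting is not stated. Genes annotated across the 24 genes that the paper names (GENCODE M21, GRCm38, the same build as mm10) collected at most 33 counts each over the 8 libraries. The libraries were not equally rich. Of the 1984 genes with a mean of 1 to 3 CPM, 435 had no count in CTR-1 and 356 none in CTR-2, compared with 1 to 92 in the other 6 libraries.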

To elucidate potential mechanisms involved in the effects of SS on the developing male VTA, we investigated molecular pathways globally modulated by SS by means of RNA-sequencing at the end of the stress procedure (Fig. 4A). 

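Transcripts that differ by sex were read in every library as a check of the labels, which give all 8 mice as male. Xist, a non-coding RNA made from the inactive X chromosome (X, 103460366 to 103483254, GRCm38), had 14997 counts in CTR-5 and 6551 counts in SS-5. The other 6 libraries had between 0 and 3 counts of it. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 3 counts in CTR-5 and none in SS-5, compared with 2293 to 7892 counts in the other 6. A count of 0 in SS-5 allows a share of up to 1.19e-05% of its counts (3 counts, counting error only). The CTR and SS values below cover all 8 libraries, CTR-5 and SS-5 included.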

Transcriptome analysis was performed by comparing 4 CTR and 4 SS male VTAs at PD 22. 

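With edgeR's quasi-likelihood test, 14 genes had an adjusted p under 0.05 (Benjamini-Hochberg) between SS and CTR. All 14 were lower in SS and 0 were higher. At an unadjusted p under 0.05, 612 genes were lower and 471 higher, where 827 in total would be expected without any difference. The 14 genes, in order of p, were Slc6a3, Ddc, Th, Cplx1, Slc10a4, Chrnb3, En1, Chrna6, Ndnf, Aldh1a1, Cplx2, Pbx3, Gch1 and Slc18a2. All of them are among the 81 genes of the paper's Supplementary file 2. Of those 81 genes, 75 passed the filter, and all 75 had the direction of the paper's table with an unadjusted p under 0.05. The paper chose the 81 genes on these libraries, so this is not independent evidence. Slc10a4, a vesicular transporter-like protein (chromosome 5, 73006883 to 73012955, GRCm38), fell from 58.6 ± 28.5 CPM in CTR (SD, n = 4) to 3.43 ± 1.17 CPM in SS (SD, n = 4). Its log2 fold change was -4.10 (SE 0.39, adjusted p = 0.00089 from the same test). Pbx3, a homeobox gene on chromosome 2, had a log2 fold change of -0.76 (SE 0.11, adjusted p = 0.025 from the same test). Leaving out 1 SS library lowered the count, to 8 genes without SS-2, 7 without SS-3, 6 without SS-4 and 9 without SS-5. Leaving out 1 CTR library raised it, to 15 genes without CTR-1, 19 without CTR-2, 18 without CTR-3 and 17 without CTR-5, of which 1, 2, 0 and 1 were higher in SS. Of the alternatives that kept all 8 libraries and the group as the only term, DESeq2 with default options moved it most, to 81 genes, of which 60 were lower and 21 higher in SS. DESeq2's own count rose to 684 without CTR-5, of which 313 were lower and 371 higher in SS. The 4 SS values and the 4 CTR values did not overlap in 773 of the 16538 tested genes, that is 4.67%, where chance gives 2.86%, and 4 of the 35 splits of the 8 libraries into 4 and 4, the real one included, gave a share as large.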

SS significantly (*p*adj < 0.05) modulated 81 genes (Supplementary file2): 60 genes resulted downregulated in SS mice, while 21 were upregulated, as depicted in the heatmap (Fig. 4B) and volcano plot (Fig. 4C). 

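The 10 dopaminergic genes of Fig. 4D were all lower in SS, and in each of them every SS library lay below every CTR library (exact permutation test over 70 assignments, two-sided p = 0.029 for each gene, the smallest p that 4 against 4 allow). Slc6a3, Ddc, Th, En1, Aldh1a1 and Slc18a2, that is 6 of the 10, had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Adjusted over the list alone, all 10 did, but the paper chose the list on these libraries, so this is not independent evidence. Without SS-4, edgeR's test called 3 of the 10. DESeq2 with default options called all 10, and 9 or 10 of them in each of the 8 fits without 1 library. The vesicular monoamine transporter gene Slc18a2 (chromosome 19, 59260896 to 59296012, GRCm38) was at 158 ± 77.4 CPM in CTR and 24.1 ± 15.0 CPM in SS (SD, n = 4 each). Its log2 fold change was -2.72 (SE 0.42, adjusted p = 0.036), and its adjusted p rose to 0.29 without SS-4. The homeobox gene En1 (chromosome 1, 120602418 to 120607992) was at 40.6 ± 28.4 CPM in CTR and 1.78 ± 0.81 CPM in SS, with a log2 fold change of -4.52 (SE 0.55, adjusted p = 0.0074). Aldh1a1 (chromosome 19, 20492715 to 20643465) fell from 243 ± 75.0 to 102 ± 6.13 CPM, a log2 fold change of -1.26 (SE 0.18, adjusted p = 0.025). The other three of these developmental genes did not pass the threshold over all genes. Ret had a log2 fold change of -1.31 (SE 0.22, adjusted p = 0.054). Pitx3 had one of -5.55 (SE 0.94, adjusted p = 0.064), with 146 to 306 counts per CTR library and 0 to 13 per SS library. En2 had one of -1.96 (SE 0.40, adjusted p = 0.22).

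**Figure D1:**
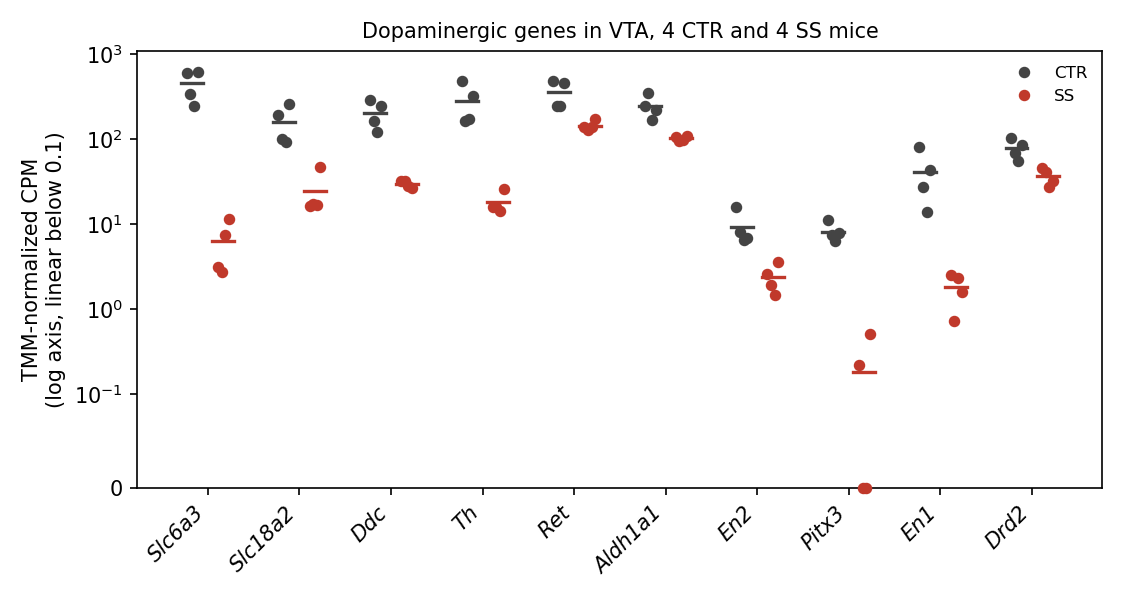
TMM-normalized CPM of the 10 genes of Fig. 4D on a log axis that is linear below 0.1, in 4 CTR (grey) and 4 SS (red) mice, with 1 point per mouse and a line at the group mean. In every gene the 4 SS points lie below the 4 CTR points, and 2 SS points of Pitx3 lie at 0.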

Among the downregulated genes, 10 genes are crucial for dopaminergic functionality (Fig. 4D), with 9/10 taking part to the dopaminergic neurogenesis pathway (wikipathways.org/index.php/Pathway:WP1498), encompassing all the phases of neuronal development: the regionalization (engrailed homeobox 1 and 2, *En1* and *En2*), specification (aldehyde dehydrogenase 1 family member A1), differentiation (*En1*; *En2*; paired like homeodomain 3, *Pitx3*) and maturation (tyrosine hydroxylase, *Th*; dopa decarboxylase, *Ddc*; dopamine transporter; vesicular monoamine transporter member 2; *Pitx3*; RET receptor tyrosine kinase). Moreover, some of these genes encode for proteins that are critical for dopamine metabolism, such as the TH and the DDC, and for dopamine activity, such as the DAT and the dopamine receptor D2, DRD2. 

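Slc6a3, which encodes DAT (chromosome 13, 73536747 to 73578672, GRCm38), had the smallest p of all tested genes. It was at 448 ± 186 CPM in CTR and 6.19 ± 4.13 CPM in SS (SD, n = 4 each), a log2 fold change of -6.22 (SE 0.51, adjusted p = 0.00053 from edgeR's quasi-likelihood test). This leaves 1.34% of the CTR level. Th (chromosome 7, 142892752 to 142931128) was at 281 ± 147 CPM in CTR and 17.8 ± 5.20 CPM in SS, with a log2 fold change of -3.99 (SE 0.35, adjusted p = 0.00053). Ddc (chromosome 11, 11814101 to 11898144) was at 203 ± 75.4 CPM in CTR and 29.4 ± 2.63 CPM in SS, with a log2 fold change of -2.78 (SE 0.24, adjusted p = 0.00053). These 3 genes kept an adjusted p under 0.05 in each of the 8 fits that left out 1 library. Drd2 (chromosome 9, 49340627 to 49408177) fell from 77.6 ± 21.1 to 36.0 ± 7.95 CPM, a smaller difference, with a log2 fold change of -1.11 (SE 0.21). Its adjusted p was 0.12 in edgeR's test and 0.00029 with DESeq2's default options.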

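Gch1 (chromosome 14, 47153895 to 47189413, GRCm38) fell from 16.7 ± 6.01 CPM in CTR to 2.18 ± 1.01 CPM in SS (SD, n = 4 each), with a log2 fold change of -2.94 (SE 0.43, adjusted p = 0.025 from edgeR's quasi-likelihood test). Of the nicotinic receptor genes, Chrnb3 and Chrna6 are neighbours on chromosome 8, from 27368711 to 27399730 and from 27403212 to 27413944. Chrnb3 had a log2 fold change of -4.06 (SE 0.46, adjusted p = 0.0045) and Chrna6 of -3.04 (SE 0.41, adjusted p = 0.020). Chrna4, on chromosome 2, changed less, by -0.90 (SE 0.16), and its adjusted p was 0.092. The complexin genes were among the abundant transcripts. Cplx1 was at 769 ± 124 CPM in CTR and 316 ± 22.2 CPM in SS, with a log2 fold change of -1.28 (SE 0.11, adjusted p = 0.00053). Cplx2 was at 601 ± 106 CPM in CTR and 327 ± 33.5 CPM in SS, with a log2 fold change of -0.88 (SE 0.13, adjusted p = 0.025). Ndnf had a log2 fold change of -1.65 (SE 0.23, adjusted p = 0.021). Gucy2c fell from 13.2 ± 8.25 to 1.20 ± 0.46 CPM, with a log2 fold change of -3.47 (SE 0.56) and an adjusted p of 0.051. For each of these 8 genes all SS values lay below all CTR values. Chrnb3 and Cplx1 passed the threshold in each of the 8 fits without 1 library, Chrna6 in 5 of them, Gch1 and Ndnf in 4, Cplx2 in 3, and Gucy2c and Chrna4 in 1.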

Other highly significant downregulated genes include the GTP cyclohydrolase 1 gene (*Gch1*), responsible for the production of a TH cofactor, nicotinic cholinergic receptors (cholinergic receptor nicotinic alpha 4 subunit; cholinergic receptor nicotinic alpha 6 subunit; neuronal acetylcholine (nicotine) receptor subunit beta-3), genes associated with synaptic vesicle exocytosis such as complexin 1 and 2 genes, neuron-derived neurotrophic factor, and the peptide guanylate cyclase 2c (*Gucy2c*). 

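No gene was higher in SS with an adjusted p under 0.05 in edgeR's quasi-likelihood test, which covers Crhbp, Trh and Tac2. In each of these 3 genes all SS values lay above all CTR values. Crhbp (chromosome 13, 95431371 to 95444924, GRCm38) rose from 20.1 ± 5.24 CPM in CTR to 41.4 ± 6.16 CPM in SS (SD, n = 4 each), with a log2 fold change of 1.05 (SE 0.20, adjusted p = 0.12). Tac2 (chromosome 10, 127724478 to 127731768) rose from 2.07 ± 0.735 to 8.96 ± 2.80 CPM, with a log2 fold change of 2.11 (SE 0.37, adjusted p = 0.086). Trh (chromosome 6, 92242061 to 92244650) had a log2 fold change of 5.07 (SE 1.29, adjusted p = 0.48), which became 9.54 without CTR-5. The other CTR libraries held no count of Trh, so that value depends on the prior count. DESeq2 with default options gave adjusted p-values of 0.00051 for Crhbp, 2.6e-05 for Tac2 and 0.0022 for Trh. Over the alternatives to the main test other than leaving out 1 library, the adjusted p of Crhbp ranged from 0.00051 to 0.29, that of Tac2 from 2.6e-05 to 0.77 and that of Trh from 0.0022 to 0.75.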

Among the few upregulated genes, the most interesting targets were the corticotropin releasing hormone binding protein (*Crhbp*), the thyrotropin releasing hormone (*Trh*), and the neuropeptide neurokinin 2/alpha (tachykinin 2, *Tac2*) (Fig. 4C).

**Fig. 4:**
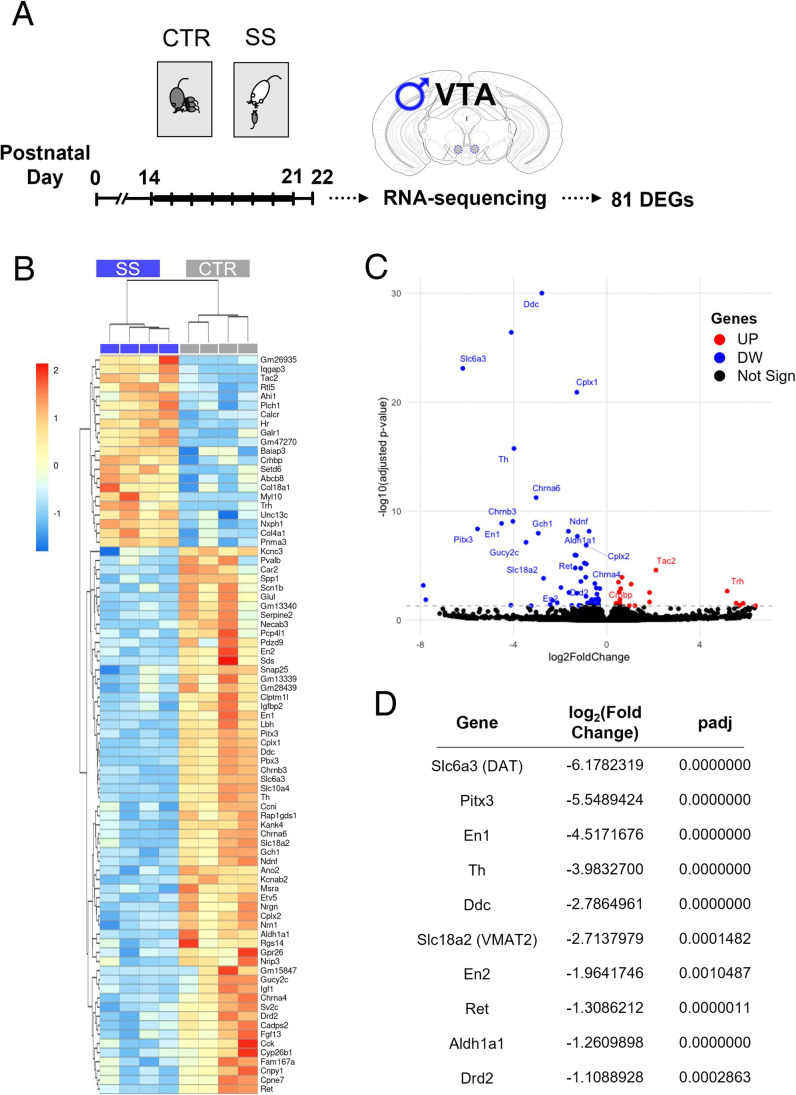
SS alters the transcriptome in the developing male VTA. **A** SS and CTR male VTA were collected at PD22 (*n* = 4/group). The drawing shows the location of the punches (bilateral 0.5 mm circular sampling). RNA-sequencing revealed 81 differentially expressed genes (DEGs) between the two groups. **B** Heatmap and **C** volcano plot of the DEGs. Downregulated genes in SS are highlighted in blue and upregulated genes are red (*p* adjusted < 0.05). Not significantly modulated genes are shown in black. Selected genes of relevant pathways have been labeled. **D** Table with log2(fold change) values of dopaminergic DEGs and statistical significance (SS relative to CTR, *p* adjusted). *Slc6a3*, dopamine transporter; *Slc18a2*, vesicular monoamine transporter member 2; *Ddc*, dopa decarboxylase; *Th*, tyrosine hydroxylase; *Ret*, RET receptor tyrosine kinase; *Aldh1a1*, aldehyde dehydrogenase 1 family member A1; *En2*, engrailed homeobox 2; *Pitx3*, paired like homeodomain 3; *En1*, engrailed homeobox 1; *Drd2*, dopamine receptor D2; *Chrnb3*, neuronal acetylcholine (nicotine) receptor subunit beta-3; *Gucy2c*, peptide guanylate cyclase 2c; *Chrna6*, cholinergic receptor nicotinic alpha 6 subunit; *Gch1*, GTP cyclohydrolase 1; *Ndnf*, neuron-derived neurotrophic factor; *Cplx1*, complexin 1; *Chrna4*, cholinergic receptor nicotinic alpha 4 subunit; *Cplx2*, complexin 2; *Trh*, thyrotropin releasing hormone; *Tac2*, tachykinin 2; *Crhbp*, corticotropin releasing hormone binding protein

Ingenuity pathway analysis (IPA) software was used to determine the functional annotation and to predict the biological pathways affected by SS (*P* < 0.05). We focused on pathways associated with dopaminergic function, developmental processes, and neuro-psychological disorders. Significant diseases or functions annotations have been grouped on the basis of IPA categories in (Fig. 5A–C): Cell-to-cell signaling and interaction (A), nervous system development (B), and neurological disease, organismal injury and abnormalities, developmental, and psychological disorders (C). Based on the pathways predicted, SS broadly affects dopamine functionality, from the metabolism to the release and trafficking, and impairs neurotransmission (Fig. 5A). Moreover, SS influences developmental trajectories, affecting neuronal formation, differentiation, and survival (Fig. 5B), possibly increasing susceptibility to neurological, psychological, and neurodevelopmental disorders (Fig. 5C). TOP predicted altered ingenuity canonical pathways (Fig. 5D) include dopamine and serotonin signaling, catecholamines biosynthesis, GPCR-mediated integration of enteroendocrine signaling exemplified by an L cell, tryptophan degradation X, and tetrahydrobiopterin biosynthesis I. Finally, gene ontology classification revealed alteration in hormonal-related biological processes, exocytosis, and synaptic vesicles trafficking (Fig. 5E).

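The enrichment software behind Fig. 5 was not run, and the genes that Fig. 5D lists were read one by one. Of these 10 genes, Ddc, Th, Slc6a3, Slc18a2, Gch1 and Aldh1a1 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and Drd2, Cck, Galr1 and Plch1 did not. All of them were called by DESeq2 with default options. Gch1, the gene listed for tetrahydrobiopterin biosynthesis I, and Aldh1a1 and Ddc, those listed for tryptophan degradation X, therefore passed the threshold in both tests. Cck, Galr1 and Plch1, listed for the enteroendocrine pathway, passed it with DESeq2's default options on all 8 libraries. Of these 3 genes only Cck passed it in any of the edgeR and limma alternatives, with sex transcripts as a covariate. This does not cover the further fits of DESeq2, nor the tests of equal library totals and of GC content and gene length.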

**Fig. 5:**
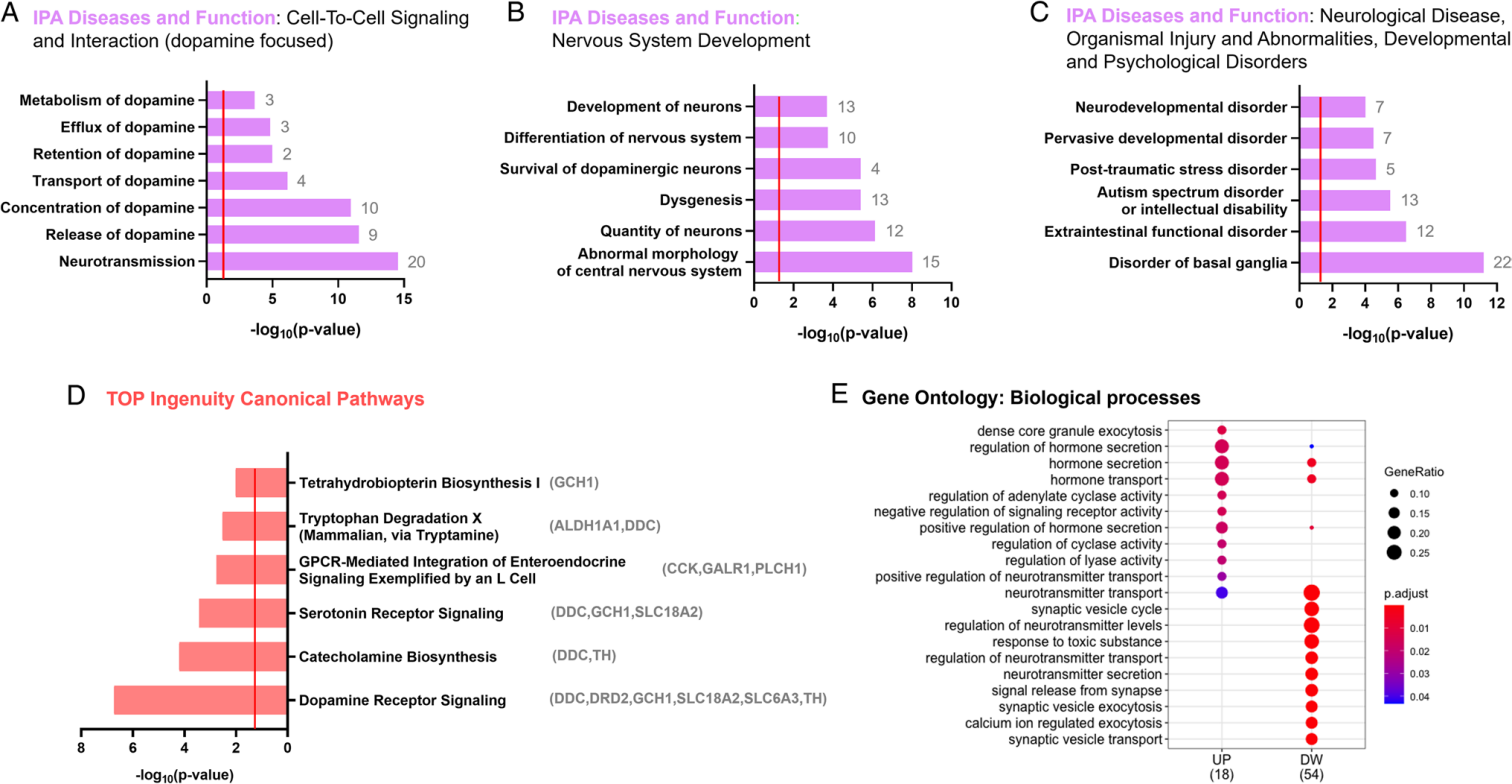
Gene set enrichment analysis of the differentially expressed genes reveals altered developmental trajectories and signaling following SS. **A**–**C** Selected predicted diseases and function annotations affected by SS as revealed by ingenuity pathway analysis (IPA). Annotations are grouped in IPA categories including **A** cell-to-cell signaling and interaction, **B** nervous system development, and **C** neurological disease, organismal injury and abnormalities, developmental and psychological disorders. The number of DEGs relating to each term is provided next to the corresponding bar. **D** Predicted altered ingenuity canonical pathways in SS mice vs CTR with relative DEGs. **E** Dot blot of the TOP 10 enriched up (UP) and downregulated (DW) gene ontology biological processes terms of the DEGs. The size of the dots is based on gene counts enriched in the pathway, while the color shows pathway enrichment significance as indicated in the legend. **A**–**D** The red line indicates *P* = 0.05

## Discussion

Stress in early life can disrupt trajectories of dopaminergic system maturation and increase susceptibility to psychopathology and neurological disorders, but the underlying mechanisms are still unknown. In this study, we showed that repeated social stress exposure early in life can alter the development of the DA system at the morphological, molecular, and electrophysiological level, in a sex- and region-dependent manner. Moreover, we showed for the first time an involvement of microglia/immune activity in the mediation of ELS effects on the DA system. Finally, we provided the first transcriptome analysis of the developing VTA immediately after ELS exposure, revealing a series of altered pathways that can be explored in future studies to unveil the biological processes underlying social stress response.

We found that, similarly to other ELS models, SS did not induce reduction in the number [56] and soma size [31] of dopaminergic neurons at PD22. However, we detected changes in the morphology of the dopaminergic cell body. Given that the neuronal soma hosts numerous processes involved in the maintenance of neuron functionality, morphological changes in this compartment may underlie a condition of altered homeostasis induced by the stressful stimulation [33, 57, 58]. Alternatively, since somatic shapes have been used to classify distinct subtypes of neurons [33] in other brain regions (e.g., pyramidal neurons in the cerebral cortex) [59], diverse distributions in shape profiles of DA cells from CTR and SS mice may be due to difference in dopaminergic subpopulations. However, morphological heterogeneity and its functional significance in VTA DA cells have not been characterized yet. In addition to DA cell body changes, SS induced a drastic reduction in the immunoreactivity of TH and DAT, along with decreased DAT currents. These observations confirm and expand literature findings demonstrating that ELS can alter the expression of such targets [11] and may suggest reduced DA synthesis and DAT-mediated responses to extracellular DA in VTA dopaminergic neurons from SS mice. There is growing appreciation of the key role played by the DAT in midbrain regions, which is not only limited to reducing extracellular dopamine levels, but also includes regulation of dopaminergic network connectivity and plasticity [43, 60, 61]. DAT is found in the plasma membrane of the perikaryal, axon terminal, and dendrites of SN and VTA dopamine neurons [55, 62]. Within the midbrain, the extracellular levels of DA contribute to cell excitability and depend on a delicate interplay between DA somatodendritic release and DAT-mediated uptake [63]. Somatodendritic DA release, which is responsible for D2 autoreceptor self-inhibition, involves at least three different mechanisms. First, Ca2 + -dependent vesicular release of DA at low (5–10 nM) or high concentrations (150–400 nM) triggered by spontaneous pacemaker or bursting of VTA and SN DA neurons, respectively [64]. Secondly, other than clearing DA from extracellular space, DAT has been proposed to contribute to somatodendritic DA release via its reverse mode [65, 66]. Finally, in response to low DA concentrations (not enough to activate D2 autoreceptors), DAT-mediated uptake causes an excitatory current which contributes to increase action potential firing [43] and Ca2 + -dependent vesicular release of DA. In this regard, DAT has been considered as ionotropic receptor gated by DA and generating an inward current whose amplitude reflects the degree of its activation [67, 68]. We have previously shown that, at PD22, VTA DA neurons from SS mice displayed reduced self-inhibitory currents induced by exogenous DA application [22]. This reduction, which does not depend on DRD2 functionality [22], may be the result of a complex interaction between altered DAT currents and intracellular and extracellular mechanisms of DA regulation and response. Further studies are necessary to understand the mechanisms underlying these findings and their functional implication on the dopaminergic circuit.

Interestingly, all these SS-induced dopaminergic effects observed at PD22 were present only in males. Current debates in neuroscience highlight the importance of considering “sex as a biological variable” in basic and translational research, particularly in the context of ELS, since male and female brains and bodies mature at different rates, and under different biological and environmental conditions [69, 70]. In humans, certain types of child maltreatment have been associated with different dimensions of psychopathology in men and women, and many psychiatric and neurological disorders show a sex bias in incidence, age of onset, and symptomatology, with increased incidence of neurodevelopmental disorders in boys, and of adolescent-onset mood disorders in girls [71–73]. Animal studies have confirmed sex-specific effects of ELS on neural and behavioral development [73, 74], with male offspring having greater risk of adverse proximal effects, as measured in proximity the of pre-pubertal stress procedure (“within the same developmental epoch as the stress exposure”) [70]. Sex differences in the reward DA system may impact developmental trajectories and responses to stress [75, 76], and recent studies have shown opposite genome-wide signatures of response to ELS between adult female and male VTA [77–79]. Moreover, male and female dopaminergic systems are differentially sculpted by microglia during adolescence [16]. Notably, early postnatal/adolescent stress and early immune activation seem to induce greater neuroimmunological responses in males than in females [80]. In the light of this evidence, it can be hypothesized that the specific male response to SS that we detected may be due to higher sensitivity of the dopaminergic and/or immune system in males compared to females during this developmental window, and/or to sex-different timing in brain responses to stress, which in males may be expressed in proximity to the stress. Further studies are needed to investigate whether SS affects female VTA and/or other brain regions at different time points across the life span.

Consistent with previous literature [11], we detected a regional effect in the dopaminergic responses to SS, with changes being significant in the VTA but not in the SN. Indeed, VTA DA neurons are known to be particularly responsive to “psychological”/behavioral stressors [28, 53, 81], and express higher levels of transcripts related to synaptic plasticity and neuropeptides compared to the SN [82]. The sensitivity of the VTA may be also due to specific neuron-microglia communication, since VTA microglia is prominently different from other basal ganglia, namely nucleus accumbens, cortex and SN microglia [83].

We found that inhibition of SS-induced microglia/immune activation through minocycline prevented some alterations in the morphology of DA neurons and DAT and TH levels in the VTA of male SS mice. Therefore, it is plausible to suggest a role for neuroimmune pathways in the regulation of SS-induced altered development of the DA system. Disentangling neuroimmune pathways is incredibly challenging, and in our setting, it is even more so because minocycline mechanism of action is still not well known. However, minocycline has been extensively used to specifically inhibit microglia activation in response to a variety of different stimuli [26, 84–86], with similar results to more specific compounds (e.g., PLX3397, GW2580) [22, 87]. In microglia, minocycline is known to prevent/reduce stimulus-induced proliferation, production of proinflammatory mediators, phagocytic activity, and morphological and molecular shifts associated with a reactive phenotype [84, 85, 88]. Moreover, it has beneficial effects on dopaminergic neurotoxicity, neuronal apoptotic mechanisms, oxidative stress, glutamate dysfunction, and peripheral inflammation, all processes that influence and are influenced by microglia [84, 89, 90]. Importantly, minocycline effects on microglia and the dopaminergic system may also be the result of inhibited peripheral immune responses, which are known to play a central role in psychosocial stress response [91, 92].

To unravel possible pathways of SS response, we performed RNA-sequencing in the male developing VTA (PD22) at the end of the stress procedure. Our transcriptome analysis confirmed massive downregulation of numerous dopaminergic markers, including TH and DAT genes, and alterations in pathways involved in the synthesis, signaling, and degradation of DA. This effect is not a consequence of reduction in dopaminergic neurons, as CTR and SS mice exhibit the same number of DA cells in the VTA, but it is probably due to transcriptional regulation processes that ultimately affect protein expression, as we demonstrated for TH and DAT. Furthermore, pathway analysis predicted alterations associated with neurodevelopmental trajectories and neurological and psychiatric disorders. 

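Dopamine neuron markers outside the paper's 81 genes were also read, as a list of 12 genes. Of the 12, 10 were lower and 2 higher in SS, with a median log2 fold change of -0.57 and a range from -3.35 (Chrna5) to 0.16 (Nr4a2). Leaving out the paper's 81 genes leaves out every gene called here, so no member could be among the calls. Dlk1, the most abundant of them, was at 523 ± 192 CPM in CTR and 253 ± 70.6 CPM in SS (SD, n = 4 each). As a list they were lower in SS in limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 0.0008 over 14 lists). The list was not called with the correlation estimated from the data (adjusted p = 0.36) or by limma's fry test (adjusted p = 0.22). The paper also measured lower TH and DAT immunofluorescence and lower DAT currents in the VTA of male SS mice. Together with the fall of TH, DAT and the other dopaminergic transcripts, it concludes that dopaminergic markers were downregulated by SS. It reasons that this does not come from a loss of neurons, since it counted as many DA cells in the VTA of SS as of CTR mice, and proposes transcriptional regulation as the cause.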

Overall, transcriptome, immunohistochemical, and electrophysiological data suggest that SS interferes with developmental programs of the male VTA, possibly inducing diminished DA signaling at the end of the ELS procedure (PD22). Reduction of DA function may be an adaptive response to the repeated, inescapable stress that pups face [93]. It has been shown that DA transmission between the third and fourth postnatal week is critical for the maturation of DA circuitry [94], and developmental DA perturbation has been associated with altered behavioral phenotypes that resemble mental disorders (e.g., attention deficit hyperactivity disorder, substance use disorders [9, 14, 95]). In clinical research, aberrant VTA maturation has been observed in children and adolescent exposed to early life stress or trauma [81, 96].

Microglia and immune pathways may be important regulators of the observed dopaminergic effects, since minocycline was able to rescue the deficits in DAT and TH induced by SS. It has been shown that immune-derived cytokines and prostaglandins cause reductions in DA synthesis, release, and DA metabolites, possibly via depletion of tetrahydrobiopterin (BH4), the cofactor of phenylalanine hydroxylase and TH [97–99]. This neuroimmune pathway has been proposed as the underlying mechanism in inflammation-induced psychiatric symptoms associated with impaired dopamine transmission, such as anhedonia [97, 100, 101]. 

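The count of Gch1 was 428, 324, 234 and 842 in the CTR libraries and 29, 116, 73 and 75 in the SS libraries, in the order of their numbers. With each library left out in turn its log2 fold change stayed between -3.12 and -2.64, while its adjusted p in edgeR's quasi-likelihood test moved between 0.026 and 0.18.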

Interestingly, our RNA-seq revealed alteration of the tetrahydrobiopterin biosynthesis I pathway in SS mice, due to the reduction in the *Gch1* gene, the rate-limiting enzyme in the production of BH4 [102] whose deficiency has been associated with dopaminergic-related diseases, including Parkinson’s disease [103]. Additionally, a highly significant modulation of genes and pathways associated with cholinergic and serotonergic transmission suggests the presence of complex local interactions between different neurotransmitters systems underlying VTA SS response.

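Across the 8 fits that each left out 1 library, the log2 fold change ranged from -4.42 to -3.80 for Chrnb3, from -3.62 to -2.86 for Chrna6 and from -1.03 to -0.75 for Chrna4. Of the genes that Fig. 5D lists for serotonin receptor signaling, Ddc ranged from -2.97 to -2.57 and Slc18a2 from -3.25 to -2.40. Among 5 genes listed as markers of serotonin neurons, Tph2, Slc6a4 and Fev were below the filter on low counts. The values of Slc22a3 and Htr1a therefore cannot be assigned to serotonin neurons. Slc22a3 had a log2 fold change of 1.27 (SE 1.03, adjusted p = 0.83 from edgeR's quasi-likelihood test), at a mean of 0.788 CPM in CTR and 1.92 CPM in SS. Htr1a, at 29.9 ± 7.43 CPM in CTR and 25.3 ± 5.05 CPM in SS (SD, n = 4 each), had a log2 fold change of -0.24 (SE 0.20, adjusted p = 0.83 from the same test).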

Among the few upregulated pathways, we found hormonal and peptide signaling pathways. The related DEGs include markers that are canonically involved in hypothalamic–pituitary–adrenal axis-VTA responses to stress and drugs of abuse, such as *Crhbp* [13], and new targets that merit further consideration. For example, we found strong upregulation of the *Tac2* and *Trh* genes. 

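Trh was counted 0 times in CTR-1, CTR-2 and CTR-3 and 12 times in CTR-5, compared with 31, 113, 132 and 113 times in SS-2, SS-3, SS-4 and SS-5. CTR-1 and CTR-2 also held no count of 435 and 356 of the 1984 genes with a mean of 1 to 3 CPM. In CTR-3 this number was 92. A count of 0 in CTR-1 or CTR-2 is therefore weak evidence that Trh was absent. Tac2 was counted 30, 77, 48 and 61 times in the CTR libraries and 209, 548, 242 and 269 times in the SS libraries, in the order of their numbers.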

*Tac2* is upregulated in the brain after chronic social isolation stress [104], and its downstream pathways can affect dopaminergic release from the VTA [105]. *Trh* is involved in the regulation and release of thyroid-stimulating hormone (thyrotropin) and prolactin from the pituitary gland. In the VTA, it is possibly expressed by a sub‐group of GABA and/or glutamate neurons or coming from hypothalamic afferent fibers [106]. TRH seems to be involved in regulating behavioral, energy, and immune homeostasis in the periphery and the brain, including the ventral midbrain, where it exerts a neuroprotective role under oxidative stress conditions in dopaminergic neurons [107]. Moreover, thyroid hormone and associated proteins have recently been implicated in regulation of sex-specific neurodevelopment and response to adolescent stress in animals, and post-traumatic stress disorder in humans [78, 108, 109]. A significantly downregulated neuropeptide gene is *Gucy2c*, which encodes a transmembrane receptor for the intestinal hormone uroguanylin that takes part in the gut-brain endocrine axis regulation of feeding behavior. 

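Gucy2c (chromosome 6, 136697284 to 136781765, GRCm38) was counted 389, 73, 234 and 772 times in CTR-1, CTR-2, CTR-3 and CTR-5, and 53, 46, 20 and 47 times in SS-2, SS-3, SS-4 and SS-5. Its log2 fold change ranged from -3.80 to -3.19 over the 8 fits without 1 library, and its adjusted p in edgeR's quasi-likelihood test from 0.0027 to 0.31.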

In the brain, it is selectively expressed by the hypothalamus and dopaminergic neurons from the VTA and SN and distributed in their afferent sites [110]. It is involved in the development of chronic defeat stress-induced depressive behavior and its substrate uroguanylin is decreased peripherally in socially defeated mice [111, 112]. Intriguingly, IPA analysis revealed enrichment in the extraintestinal functional disorder and GPCR-mediated integration of enteroendocrine signaling exemplified by L cell pathways. 

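Among the genes of the L cell pathway in Fig. 5D, Cck was lower in SS, at 46.5 ± 28.3 CPM in CTR and 15.1 ± 5.27 CPM in SS (SD, n = 4 each), with a log2 fold change of -1.63 (SE 0.37, adjusted p = 0.32 from edgeR's quasi-likelihood test). Galr1 and Plch1 were higher in SS. Galr1 rose from 1.29 ± 0.68 to 4.68 ± 1.14 CPM, with a log2 fold change of 1.84 (SE 0.49, adjusted p = 0.51). Plch1 rose from 40.1 ± 4.21 to 58.5 ± 7.33 CPM, with a log2 fold change of 0.54 (SE 0.13, adjusted p = 0.43). The SS and CTR values of each of the 3 genes did not overlap. CTR-5 held the most Cck, with 3462 counts, and without it the log2 fold change of Cck was -1.11.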

The genes within our dataset relating to these pathways encode for peptides found in the gut and in the brain and involved in gut-brain communication, neurodevelopment, and behavior [113–116].

In light of these results, we speculate that during social stress exposure, the VTA may be a station where neurotransmitters, hormones, peptides, and immune molecules signal internal homeostatic states from the brain and the periphery to influence central dopaminergic neurotransmission and establish appropriate learning and predictions [98, 117]. This, in turn, would affect future emotional/motivational behavioral choices, which in the case of chronic stress may be maladaptive and increase psychopathological risk [53]. In this setting, microglia would play a central role, since they can sense and read all the signals coming from nervous and peripheral tissues [118]. It can be hypothesized that SS-stimulated microglia mount an inflammatory response that would end up negatively contributing to the observed dopamine neuron changes and DA reduction in SS male VTA. Unfortunately, several technical issues did not allow us to better explore microglia contribution. In particular, the mouse strain employed in this study (DBA/2) made it impossible to take advantage of genetic mouse models of microglia tagging and manipulation, which are based on the C57BL/6 strain. This, in combination with the small size of the developing mouse VTA, meant that we were not able to extract vital microglia cells that could be employed for transcriptomic or in vitro studies. Validation of the SS model on the C57BL/6 strain will prove instrumental to investigations of the specific role of microglia in this setting.

A possible limitation of the study concerns the fact that we stopped analyzing females after we detected significant effects only in males. Including female mice in subsequent experiments (minocycline treatment, RNA-sequencing) would have been advantageous to better explore the observed sex differences and to draw more reliable conclusions on the potential of minocycline to prevent SS-induced dopaminergic aberrations. Future efforts should be made to address this limitation, and to detect which brain substrates are affected by SS in female mice at different developmental time points, in order to provide better knowledge on possible sex-specific pathophysiology in chronic medical conditions.

Overall, these results suggest important targets of developmental repeated social stress effects, with sex and regional specificity, and involvement of microglia and immune system in the mediation of these effects. Additional investigations are needed to evaluate whether the SS-induced developmental dopaminergic alterations described here are maintained in adulthood, or whether different adaptations will occur in the system, and the possible causal relationship with psychopathological risk. A better understanding of such pathways is critical for improving strategies that counteract aberrant brain maturation and psychopathological outcomes following adverse early experiences.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2 (CSV 10 KB)

## Data Availability

All source data supporting the findings of this manuscript are available from first and corresponding authors upon request. RNA-Seq data are available through NCBI’s Gene Expression Omnibus (GEO) repository, under accession number GSE199136.

# Supplementary material for: Early Life Social Stress Causes Sex- and Region-Dependent Dopaminergic Changes that Are Prevented by Minocycline
**Source:** Mol Neurobiol. 2022 Apr 18;59(6):3913–32. doi: 10.1007/s12035-022-02830-6
**Supplement:** Supplementary file 1 — Supplementary file1

## **Early life social stress causes sex- and region-dependent dopaminergic changes that are prevented by minocycline**

Clarissa Catale<sup>1</sup>, Luisa Lo Iacono<sup>2</sup>, Alessandro Martini<sup>3</sup>, Constantin Heil<sup>4</sup>, Ezia Guatteo<sup>5</sup>, Nicola Biagio Mercuri<sup>6</sup>, Maria Teresa Viscomi<sup>7</sup>, Daniela Palacios<sup>8#</sup>, and Valeria Carola<sup>9\*#</sup>

# Equal senior author

### *Supplementary information*

#### **Supplementary figures**

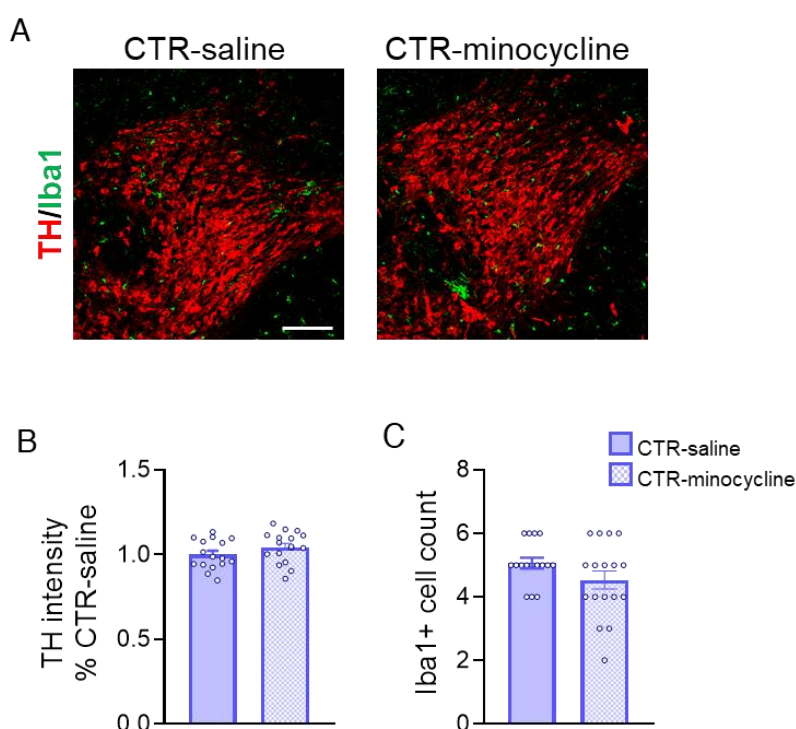

**Supplementary fig. 1. Developmental minocycline exposure does not alter the expression of TH nor the number of microglia cells in the VTA at PD22.** (A) Representative single hemisphere confocal images of TH and Iba1 (microglia) immunoreactivity in the VTA of PD22 pups injected

with either saline or minocycline from PD14 to 21. **(B, C)** Quantification of TH intensity and microglia cell number revealed no significant differences between CTR-saline and CTR-minocycline mice (N= 3 animals/group, 5-6 sections/animal). Results are presented as mean $\pm$ sem, dots in the graphs represent sections. (A) Scale bar = 100  $\mu$ m.

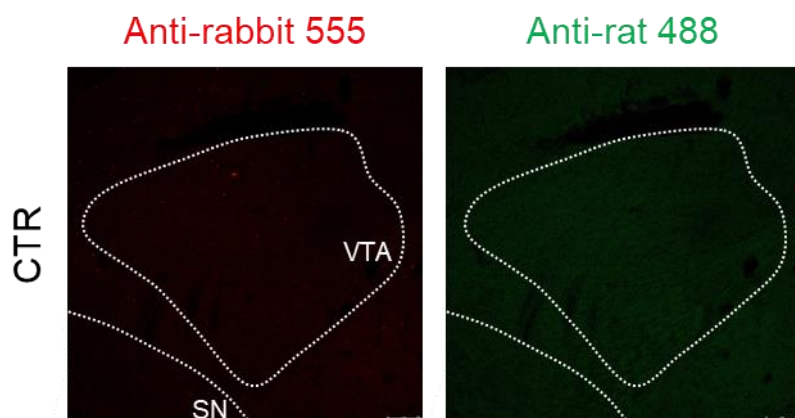

**Supplementary fig. 2. Antibodies specificity controls.** To evaluate specificity of immunofluorescence labeling, coronal sections of midbrain were incubated with normal serum in the absence of primary antibody and then with the same secondary antibodies used for experiments, including Alexa Fluor 555 conjugated donkey anti-rabbit (left) and Alexa Fluor 488 conjugated donkey anti-rat (right). No non-specific staining was detected in either the VTA or Substantia Nigra (SN).

#### **Supplementary table legend**

**Supplementary Table 1. List of differentially expressed genes.** Differentially expressed genes were obtained by DESeq2 using default parameters (p-adjusted <0.05). For each gene, the table shows the base mean in CTR samples (baseMean), the log<sub>2</sub> Fold change in SS mice (log<sub>2</sub>FoldChange), the

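The table was recomputed from the deposited counts of all 8 libraries with DESeq2 1.42.0 and default options. The same 81 genes had an adjusted p under 0.05, among the 19349 genes that received an adjusted p, and no log2 fold change differed from the table by more than 6.8e-13. The base mean is the mean of a gene's counts after division by DESeq2's size factors. For Slc6a3 the paper's table gives 6674, which is the mean over all 8 libraries. The mean over the 4 CTR libraries was 13165.8.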

standard error of the log2FoldChange (lfcSE), the test statistics (stat), the p-value (pvalue), and the corrected p-value (padj).

### **Supplementary methods**

#### *Minocycline treatment*

CTR pups received daily intraperitoneal (i.p.) injection of minocycline hydrochloride (50 mg/kg; Sigma-Aldrich, #M9511) dissolved in sterile saline solution (2.5 mg/ml) or sterile saline solution from PD14 to PD21.

#### *Histological procedures*

To measure Iba1 and TH expression, 3 male mice/group were sacrificed at PD22 as described in the main text. Processing of the brains and immunofluorescence were performed as described in the main text. The primary antibody cocktail included mouse anti-TH (#MAB318, Merck Millipore) and rabbit anti-Iba1 (#019-19741, Wako Lab Chemicals) to detect microglia. The secondary antibodies cocktail included Alexa Fluor 555 conjugated donkey anti-rabbit (#A-31572, 1:200; ThermoFisher Scientific) and Alexa Fluor 488 conjugated donkey anti-mouse (#A-21202). Acquisitions were carried out on a confocal laser scanning microscope (Zeiss CLSM800) through the 20x/0.50 objective (Plan-Apochromat, Zeiss).

#### *Quantitative analysis of fluorescence images*

Analyses were performed by using the ImageJ software (31). TH intensity was quantified as described in the main text. For quantification of microglia in the VTA, all labeled Iba1+ cells within a squared box (VTA: 200  $\mu$ m per side) randomly positioned in 5-6 regularly spaced sections per animal were counted. Only immunolabeled cells with a distinct nucleus (DAPI-positive) in the focal plane were considered.

#### *Statistics*

Data were first checked for normality by graphical inspection of the residuals' distribution and then analyzed by parametric Student's *t*-test (*t*-test). Significance was set at  $P < .05$ . Statistica software Version 12.0 (StatSoft, Tulsa, OK, USA) was used to perform the statistical analyses.

How the deposited data were processed for this re-analysis (not part of the article)

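RNA-sequencing counts of bilateral VTA punches from 4 CTR and 4 SS mice were used, with 1 library per mouse and each library assigned to its group by its label. The authors trimmed the reads with Cutadapt, aligned them to mm10 with STAR and counted reads per gene with htseq-count on the Ensembl release 102 annotation. The values are whole counts per gene without normalization, and reads that were not assigned to a gene are not in the table. Library totals ranged from 20036086 to 47319997 counts. Floors for a count of 0 are 3 counts of the library's total and cover counting error only.

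Counts were analysed in R 4.3.3. Genes were kept with the filterByExpr function of edgeR 4.0.16 at its defaults (minimum count 10, minimum total count 15), which left 16538 genes. Libraries were normalized with TMM and the groups compared with glmQLFit and glmQLFTest at their defaults in this version, with the group as the only term and Benjamini-Hochberg adjustment at 0.05. The biological coefficient of variation was 0.384. For each named gene the 4 and 4 log2 CPM values (prior count 2) were also compared by an exact two-sided permutation test over 70 assignments, which cannot give a p below 0.029. Lists of marker genes were tested with camera of limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 14 lists. None of the 4 lists called this way was called with fry or with an estimated correlation. The lists were dopamine neuron markers outside the paper's 81 genes, microglia, microglial activation and inflammation, astrocyte, oligodendrocyte, endothelial, GABA neuron, hypothalamus and mammillary region, thalamus, cortex and hippocampus excitatory neuron, serotonin neuron, cholinergic and oculomotor neuron, immediate early genes and glucocorticoid response.

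The genes named in the text are every gene the paper names in its text or in Fig. 4C, 4D or 5D, up to 3 further genes per direction with the smallest p among those past the threshold without overlap between groups, the most abundant gene of each list, and the sex-linked genes. Some genes that this rule selects are not reported here. Other genes named in the closing section were chosen after their values were seen. Gene positions were taken from GENCODE M21 on GRCm38, and Ensembl release 102 was not used here.

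Apart from an option of edgeR's test given below, the main tests, the lists, the rule for named genes and these alternatives were set before the data were examined: DESeq2 1.42.0 with default options, limma voom, DESeq2's size factors and upper-quartile normalization in edgeR, mitochondrial genes and the pseudogenes Gm13339, Gm13340 and Gm28439 left out, no filter on low counts, a mean count of at least 50, an adjusted p under 0.01, each library left out in turn, the replicate number as a block, and for the lists fry and an estimated correlation. The mitochondrial genes had no counts, so leaving them out with these pseudogenes only lowered the tested genes from 16538 to 16535. Other nuclear copies of mitochondrial genes stayed in. Robust estimation, edgeR's bias-adjusted quasi-likelihood estimate, voom with sample quality weights, sex transcripts as a covariate, the 6 libraries with male-typical sex transcripts, and the repeated fits of DESeq2 were added after the data were seen. The plan named edgeR's functions without their options. The bias-adjusted estimate was run first, and the choice of the installed version's default as the main estimate was made after its 27 calls had been seen.

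The tests were also tested on simulated data with 4 against 4 libraries. edgeR recovered 137 of 183 changed genes with 11 false calls, and DESeq2 recovered 151 of 200 with 54 false calls. Camera called 0 of 20 lists without a change and fry called 1 of 20 at an unadjusted p under 0.05. The simulated genes were independent and these lists were random, so lists of genes that vary together were not tested. Both simulated groups had the same dispersion per gene. The real libraries correlated at 0.862 to 0.950 within CTR and at 0.949 to 0.976 within SS (Pearson, log2 CPM). The false calls may therefore differ in the real data. On the real libraries camera also called lists in splits that mixed the groups, as given in the closing section. Nuclear copies of mitochondrial genes were found with blastn 2.17.0. The pathway and ontology enrichments of the paper were not run.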

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

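The tests of sex, library size and tissue in this part were chosen only after the results they address had been seen. Within each group of 4 libraries, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the group, and 17 of 120 groups passed Dixon's 95% limit, where chance gives 6.0. CTR-5 or SS-5 was the library concerned in 13 of the 17.

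The Y-linked genes account for 8 of these. The ratio was 0.936 in CTR-5 and 0.968 in SS-5 for Ddx3y, 0.973 and 0.917 for Eif2s3y, 0.958 and 0.930 for Kdm5d, and 0.937 and 0.968 for Uty, and in each case the library was the lowest of its group. The paper does not report on Xist, which had 14997 counts in CTR-5 and 6551 counts in SS-5. Tissue of male and female mice mixed in one library would leave Y-linked transcripts, but the highest Y-linked level in these 2 libraries was 0.051% of the median of the other 6, which argues against it. A mislabelled sex remains a candidate explanation: the lowest Y-linked level of the other 6 libraries was 79.1% of their median, so the 8 libraries fall into 6 with and 2 without Y-linked transcripts. Each group holds 1 such library.

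SS-5 was the highest SS library for Slc18a2 (0.929) and Chrna6 (0.831), and the lowest for Dlk1 (0.869) and Egr1 (0.935). SS-2 was the lowest for Gch1 (0.869). SS-4 was the highest for Flt1 (0.941). Slc18a2 and Chrna6 stayed lower in SS without SS-5, with log2 fold changes of -3.25 and -3.62. Sex may contribute to the values of SS-5. Female libraries in both groups do not account for the lower Slc6a3, since its log2 fold change was -6.52 over the 6 libraries without Xist. The 10 genes of Fig. 4D all stayed lower in SS over these 6 libraries. Of the 10, edgeR's test called 4 there, compared with 6 over all 8 libraries. A difference between single animals was not tested.

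CTR-5 was the highest CTR library for Trh, with a ratio of 1.000, because the other CTR libraries held no count. SS-4 had the most genes without a count in the band of 1 to 3 CPM among the SS libraries (0.948), with 62 genes compared with 4 to 7 in SS-2, SS-3 and SS-5. CTR-1 and CTR-2 had more, 435 and 356. Library size or depth does not explain those of CTR-1 and CTR-2, since no other library drawn down to the total of CTR-1 had more than 92 such genes. A smaller number of distinct RNA molecules in these libraries stays open and was not tested.

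SS-2 had the highest share of counts on nuclear copies of mitochondrial genes among the SS libraries (0.894), at 6.73% of its counts. The share was 7.79 ± 0.996% in CTR and 5.98 ± 0.5% in SS (SD, n = 4 each, exact two-sided permutation p = 0.0286). All 37 mitochondrial genes of the table have a total count of 0, and mitochondrial reads counted on nuclear copies could be a source of these counts. The identity of the 13 copies to a mitochondrial gene ranged from 92.4% (Gm11407) to 100%. It was 100% for Gm10222, Gm10925, Gm28437, Gm28439 and Gm28661. These identities alone do not decide the source. Copies were selected at an identity of at least 90%, a coverage of at least 80% and a total of at least 10000 counts. Gm13339, Gm13340 and Gm28439 of the paper's 81 genes are among the copies. Whether the difference between the groups is technical or biological was not tested.

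The list of hypothalamus and mammillary region markers, which the paper does not discuss, was higher in SS (camera adjusted p = 0.0156, 8 of 9 genes higher, exact permutation p = 0.0286). Its adjusted p was 0.348 without CTR-5 and ranged from 0.00059 to 0.403 over all alternatives. Pmch rose from 6.36 to 37.4 CPM and Otp from 0.832 to 5.61 CPM. More hypothalamic tissue in the SS punches could give this, but 5 further hypothalamic transcripts did not settle it (exact permutation p = 0.2). An effect of SS cannot be told apart from it by this test, since both would go with the group.

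The list of immediate early genes was higher in SS (camera adjusted p = 0.000801, 9 of 9 genes higher, exact permutation p = 0.0571). Its adjusted p ranged from 1.85e-06 to 0.379 over all alternatives, the latter with an estimated correlation. Egr1, the most abundant, was at 85.0 ± 44.4 CPM in CTR and 124 ± 17.5 CPM in SS (SD, n = 4 each), with a log2 fold change of 0.54 (SE 0.27). No technical or biological explanation was tested for it.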

How the results depend on the processing

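All 24 genes named by the paper kept their direction in each of the 528 comparisons with an alternative. Their side of the threshold stayed in 439, was lost in 44 and was gained in 45. Slc6a3, Ddc, Th, Cplx1, Chrnb3 and Slc10a4 were called in each of the 8 fits without 1 library. No scaling moved the median log2 fold change by more than 0.00139.

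The 14 calls, 6 of the 10 genes of Fig. 4D and 14 of the paper's 81 genes became 81, 10 and 81 with DESeq2's default options. The calls and the overlap were both 22 without a filter on low counts, both 22 with a mean count of at least 50, and both 7 at an adjusted p under 0.01, where 2 lists were called. With alternatives chosen after seeing the data, the calls and the overlap were 27 and 26 with edgeR's bias-adjusted estimate, 26 and 26 with voom and sample quality weights, and 9 and 9 over the 6 libraries without Xist. The stricter threshold lowers counts by construction, and the cause of the other changes was not tested. Of the 4 lists, 0 were called with an estimated correlation and 0 with fry.

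Across the 8 fits that each left out 1 library, the calls ranged from 6 (without SS-4) to 19 (without CTR-2), the genes of Fig. 4D from 3 to 7 and the overlap from 6 to 18. The 6 calls without SS-4 were all among the 14. DESeq2 gave from 41 calls without SS-3 or SS-4 to 684 without CTR-5. It gave 133 with sex transcripts as a covariate and 399 over the 6 libraries without Xist. Of its 81 calls over all 8 libraries, it kept from 37 without SS-4 to 78 without CTR-5. It kept 77 of them with the covariate and 55 over the 6 libraries. It called 9 or 10 genes of Fig. 4D without 1 library, 10 with the covariate and 8 over the 6 libraries.

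With the replicate number as a block, the calls and the overlap were both 9, all 9 of them among the 14. DESeq2 gave 71 calls with the block, 36 of them among its 81, and called 8 genes of Fig. 4D. No clear pairing by number was seen once each gene's group mean was removed. Across 16538 genes, the correlations of these deviations between libraries of the same number were -0.00625, -0.00767 and 0.0603. Pairs of different number ranged from -0.0935 (CTR-5 and SS-4) to 0.0448 (CTR-5 and SS-3). Removing the group means holds these correlations near 0 on average, so a weak pairing is not excluded. The block gave reversed log2 fold changes of -0.1486 for Slc1a2 and -0.0092 for Eif2s3y, and adjusted p-values of 0.9042 for the endothelial list and 0.9462 for the cholinergic list, both in the reversed direction.

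The other results that reversed were not past the threshold in the main test, and the cause was not tested. With voom, Prph was at -0.0712 and the GABA neuron list had an adjusted p of 0.8142. With sample quality weights, Slc1a2 was at -0.0133 and Prph at -0.1262, and the adjusted p was 0.5509 for the endothelial, 0.7734 for the GABA neuron and 0.934 for the serotonin neuron list. Over the 6 libraries without Xist, Flt1 was at 0.0626 and Prph at -0.0079, and the adjusted p was 0.7208 for the GABA neuron and 0.8875 for the serotonin neuron list. With a mean count of at least 50 it was 0.8538 for the GABA neuron, 0.435 for the serotonin neuron and 0.9177 for the cholinergic list. It was 0.7651 for microglial activation without a filter, and 0.9326 for GABA neurons with fry.

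Leaving out 1 library also reversed some log2 fold changes, which ranged from -0.1104 to 0.1244 for Slc1a2, from -0.199 to 0.0227 for Flt1, from -0.1524 to 0.6788 for Ddx3y, from -0.2317 to 0.6124 for Eif2s3y and from -0.2459 to 0.5878 for Uty. The adjusted p of lists that reversed ranged from 0.5494 to 0.9608 for microglial activation, from 0.5494 to 0.9434 for endothelial, from 0.489 to 0.9434 for GABA neuron, from 0.04084 (without CTR-1, in the direction of all libraries) to 0.8953 for cortex and hippocampus, from 0.6496 to 0.9434 for serotonin neuron and from 0.282 to 0.9434 for cholinergic markers. DESeq2 gives no value for the lists, and robust estimation and the bias-adjusted estimate do not change them.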

Differences from the paper's values

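The paper reports 81 differentially expressed genes, and edgeR's quasi-likelihood test gave 14. The paper's 60 downregulated genes stand beside 14, and its 21 upregulated genes beside 0, with 471 genes higher in SS at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 with default options, which the paper's methods name, gave the paper's 81, 60 and 21, and none of the others reached any of these values.

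The log2 fold changes of the 24 genes named by the paper differed from its supplementary table by at most 0.104. Of these genes the paper calls 12 that edgeR's test did not: Ret, En2, Pitx3, Drd2, Gucy2c, Chrna4, Trh, Tac2, Crhbp, Cck, Galr1 and Plch1. DESeq2 with default options called all of them. Ret was also called with voom, Ret, Pitx3 and Gucy2c without a filter and with a mean count of at least 50, Chrna4 without a filter, and Gucy2c with upper-quartile normalization and with the pseudogenes Gm13339, Gm13340 and Gm28439 left out. Without CTR-1 Crhbp was called, without CTR-2 Ret, Gucy2c, Chrna4 and Tac2, and without CTR-3 Ret. Among the alternatives chosen after seeing the values, the bias-adjusted estimate called Ret, Pitx3, Drd2, Gucy2c, Chrna4 and Crhbp, sample quality weights called the same genes apart from Drd2, robust estimation called Ret, Pitx3 and Gucy2c, and the sex covariate called Ret, Gucy2c and Cck. Of the 10 genes of Fig. 4D, 8 were called with every library drawn down to the smallest total and 9 after removing trends in GC content and gene length.

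The paper describes all mice as male, whereas CTR-5 and SS-5 had Xist and at most 3 counts on 4 Y-linked genes. The legend of the paper's supplementary table describes the base mean as that of CTR samples, whereas the paper's value for Slc6a3, 6674, is the mean over all 8 libraries, and the CTR mean was 13165.8.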

Other observations

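Of the tests in this part, those of the splits for the calls and the number of lists, and those of tissue share and library size for the dopaminergic transcripts, were chosen before their result was seen, and the others after it. All 35 splits of the 8 libraries into 4 and 4 were compared. Only 1 split, the real one, gave as many as 14 calls with edgeR's test, and the other 34 gave 0. The same 1 of 35 held for the calls of DESeq2 and for the 4 lists. For the lists, the other 34 splits gave a median of 1.5, a maximum of 3 and 0 in 12 of them. The real split was also the only 1 of 35 for the genes of Fig. 4D and for the overlap with the paper's 81 genes. The paper chose these genes on the real split, so these last counts say nothing about chance. Another split gave 71 calls with DESeq2, that of CTR-1, CTR-2, CTR-3 and SS-5 against the rest. The share of genes without overlap was as large in 4 of the 35 splits, up to 6.86%.

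The lower dopaminergic transcripts in SS were set against technical explanations. Library size or depth is argued against by drawing every library down to 20036086 counts, after which 8 genes of Fig. 4D and 20 genes in all were called, all 14 among them. GC content or gene length is argued against by removing each library's trend in both, after which 9 genes of Fig. 4D and 27 genes in all were called, all 14 among them. A smaller share of dopamine neurons or of ventral tegmental tissue in the SS punches may explain part of the pattern: the list of dopamine neuron markers outside the paper's 81 genes was lower in SS (exact two-sided permutation p = 0.0286, camera adjusted p from 2.86e-06 to 0.359 over the alternatives). Its members moved apart, since Foxa2 was at -1.14 and Ntsr1 at -0.92 on the log2 scale, while Lmx1b was at -0.13 (SE 0.17) and Nr4a2 and Lmx1a were not lower. A lower expression per cell stays open beside it, and the paper's cell counts come from other measurements than these libraries.

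Markers of cortex and hippocampus excitatory neurons were high in CTR-5, with Slc17a7 at 403 CPM compared with 13.9 to 243 CPM in the other 7 libraries. Forebrain tissue in the punch is a candidate explanation, since 7 of 8 further abundant forebrain transcripts were also highest in CTR-5, with Camk2a at 939 CPM. All 8 were also lower in SS than in CTR, with every SS library below every CTR library in their mean score (exact two-sided permutation p = 0.0286). Nrgn among those 8 is one of the paper's 81 genes, and the tissue itself may express others. The list was not called between the groups (camera adjusted p = 0.629), and its adjusted p was 0.0408 without CTR-1 and up to 0.988 over the alternatives.

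The microglia list was lower in SS (camera adjusted p = 0.0156, 15 of 16 genes lower), but the exact permutation p of its mean was 0.8 and the adjusted p was 0.630 without CTR-2. The camera adjusted p of the lists that were not called was 0.698 for microglial activation and inflammation (5 of 14 genes tested), 0.446 for astrocyte and for oligodendrocyte, 0.809 for endothelial and for GABA neuron, 0.457 for thalamus, 0.812 for serotonin neuron, 0.795 for cholinergic and oculomotor neuron, and 0.169 for glucocorticoid response. Without CTR-5 it was 0.00864 for oligodendrocyte, and without CTR-3 0.0452 for glucocorticoid response. Over the exact p-values of the 14 lists, the smallest Benjamini-Hochberg adjusted p was 0.2.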
